# N^6^ -Methyladenosine Modification in Chronic Stress Response Due to Social Hierarchy Positioning of Mice

**DOI:** 10.3389/fcell.2021.705986

**Published:** 2021-08-20

**Authors:** Malena dos Santos Guilherme, Theodora Tsoutsouli, Hristo Todorov, Sina Teifel, Vu Thu Thuy Nguyen, Susanne Gerber, Kristina Endres

**Keywords:** dominance, behavior, epigenetic modification, methyltransferase, transcriptomics, sex difference

## Abstract

Appropriately responding to stressful events is essential for maintaining health and well-being of any organism. Concerning social stress, the response is not always as straightforward as reacting to physical stressors, e.g., extreme heat, and thus has to be balanced subtly. Particularly, regulatory mechanisms contributing to gaining resilience in the face of mild social stress are not fully deciphered yet. We employed an intrinsic social hierarchy stress paradigm in mice of both sexes to identify critical factors for potential coping strategies. While global transcriptomic changes could not be observed in male mice, several genes previously reported to be involved in synaptic plasticity, learning, and anxiety-like behavior were differentially regulated in female mice. Moreover, changes in N^6^-methyladenosine (m^6^A)-modification of mRNA occurred associated with corticosterone level in both sexes with, e.g., increased global amount in submissive female mice. In accordance with this, METTL14 and WTAP, subunits of the methyltransferase complex, showed elevated levels in submissive female mice. N^6^-adenosyl-methylation is the most prominent type of mRNA methylation and plays a crucial role in processes such as metabolism, but also response to physical stress. Our findings underpin its essential role by also providing a link to social stress evoked by hierarchy building within same-sex groups. As recently, search for small molecule modifiers for the respective class of RNA modifying enzymes has started, this might even lead to new therapeutic approaches against stress disorders.

## Introduction

Transcriptional changes in various brain regions have been reported in both, rodent models of depression and depressed humans (e.g., Guilloux et al., 2012; Vialou et al., 2014; Bagot et al., 2015). In the commonly used chronic social defeat (CSD) paradigm, male mice are exposed repeatedly to a bodily superior cage-resident and kept afterward in sight and odorant reception contact to these (Krishnan et al., 2007; Krishnan and Nestler, 2008). Subsequently, analysis of social behavior after the stress exposure period facilitates the classification of mice as resilient (remaining social interest) and susceptible (avoiding social interaction with a mouse similar to the aggressor). Using an integrative approach, networks of co-regulated genes associated with mental susceptibility or resilience were already identified in the aforementioned brain regions (Bagot et al., 2016). For example, Dkkl1 and Neurod2 were found to control stress susceptibility when overexpressed. However, even though mouse models of CSD stress have been comprehensively studied in male mice, one point of critique is the dominating component of physical attack that can further lead to injuries and wounding and thereby evoke neuro-immunological consequences. In females, adaptation of the male CSD paradigm can still include the physical component [pheromone-based or chemogenetic approaches (Takahashi et al., 2017; Harris et al., 2018)]. However, models applicable to both sexes with reduced physical contact time or witness approaches, where the stress is reduced to the mere mental component, are of high interest (Goto and Toyoda, 2015; Sial et al., 2016). The vicarious social defeat stress model, for example, results in behavioral deficits such as social avoidance and other depressive- and anxiety-like phenotypes and evokes a corticosterone spike without physical injury of the to be tested adult male mouse (Sial et al., 2016). Similar results were also observed for female mice witnessing the attack of an aggressor against a male conspecific (Iniguez et al., 2018).

Another option to investigate chronic social stress might lie in using the intrinsic social hierarchy of cage-mates, where mild physical attack and chasing continuously occur (So et al., 2015) but seldomly result in severe wounding. Social hierarchies in free-living animals are likely to emerge due to food restriction, access to mating partners, or territory. However, male social hierarchies are very common as inter-sexual competition and have repeatedly been reported in group-housed laboratory mice (Haemisch et al., 1994; Howerton et al., 2008; Stagkourakis et al., 2018). Recently, the establishment of hierarchies in outbred CD-1 virgin female mice has similarly been characterized (Williamson et al., 2019), even if less pronounced than in males. These hierarchical structures, together with unique factors such as intra-uterine position [reviewed in Lathe (2004)], can impact behavior comparable to pharmacological treatments. For instance, overall activity was reported to be increased in dominant male mice (D’Amato, 1988; Hilakivi-Clarke and Lister, 1992) while alcohol abuse was more frequently described in rats with low social status (Ellison and Potthoff, 1984). One explanation for the observed changes might rely on different activation of the HPA axis: dominant male rodents mostly show elevated stress hormone levels such as corticosterone in serum (Williamson et al., 2017). Moreover, glucocorticoid receptor mRNA was shown to be decreased in the hippocampal CA1 region by *in situ* hybridization of female co-housed subordinate rats (Chao et al., 1993). Another example is the higher mRNA expression of CRF in the medial amygdala and hypothalamus of more dominant outbred CD1 male mice (So et al., 2015). However, for C57BL/6NCrSlc (B6), an increased hypothalamic CRF mRNA level was reported for submissive mice, probably hinting at strain-specific differences regarding transcriptional changes (Horii et al., 2017).

Regulation of gene expression in response to stressful experiences also involves epigenetic mechanisms such as DNA methylation and chromatin modifications (de Kloet et al., 2005; McEwen et al., 2015; Stenz et al., 2018). More recently, N^6^-methyladenosine (m^6^A) mRNA modification was identified as part of the stress-evoked epitranscriptome. m^6^A is a major internal mRNA modification present in at least 25% of all RNAs (Dominissini et al., 2012; Meyer et al., 2012; Linder et al., 2015). It plays a crucial role in several cellular mechanisms such as heat shock-response, DNA-damage response, or developmental processes (Meyer et al., 2012; Zhou et al., 2015; Xiang et al., 2017). During transcription, m^6^A is attached (Ke et al., 2017; Slobodin et al., 2017) by a methyltransferase complex consisting of multiple proteins including METTL3, METTL14 (methyltransferase-like 3/14) (Liu et al., 2014), and WTAP (Wilms’ tumor 1-associated protein) (Ping et al., 2014). It can be removed from mRNA by the demethylases FTO (fat mass and obesity-associated factor) (Jia et al., 2011; Mauer et al., 2017) and ALKBH5 (AlkB homolog 5) (Zheng et al., 2013). The m^6^A modification can contribute to both, either transcript stabilization or mRNA decay (Mauer et al., 2017). The ultimate effect of the RNA modification is exerted by the associated readers and context-specificity of the respective modification site: for example YTHDF2 presents a decay-inducing reader, while FMRP competes with this protein and thereby enhances mRNA stability [reviewed in Dermentzaki and Lotti (2020) and He and He (2021)]. By applying 15 min restrain stress in adult C57BL/6 male mice, Engel et al. (2018) demonstrated for the first time that this exposure as well as corticosterone (CORT) administration alters m^6^A modification levels and the corresponding enzymatic apparatus region- and time-specifically in the brain.

In this study, we aimed at elucidating the global effects of intrinsic social stress due to social rank position on the regulation of gene expression in the brain. Therefore, we identified dominant and submissive mice with the classical tube test in male and female animals and measured transcriptional changes with RNA-seq analysis and m^6^A levels within mRNA by an antibody-based assay. Additionally, we assessed changes in the enzymes involved in m^6^A modification of mRNA.

## Materials and Methods

### Animals

C57BL/6JOlaHsd mice (male and female) were obtained at the age of 3 weeks (Envigo) and were group-housed with four animals per cage in the animal facility of the Department of Psychiatry and Psychotherapy (JGU Mainz). At the age of 8 weeks animals were subjected to short-term handling and weighing procedure to prevent experimenter-driven stress in the tube test or during the sacrifice. The room was kept on a 12/12 light/dark cycle, with white light on at 6:00 a.m. Food and water were provided *ad libitum*. All animal experiments were carried out in accordance with the recommendations of the European Communities Council Directive regarding care and use of animals for experimental procedures and were approved by local authorities (Landesuntersuchungsamt Rhineland-Palatinate; approval number G17-1-035).

### Tube Test

The tube test was established to investigate dominance in different mouse strains but can also be applied in rats. It combines the advantage of a simple apparatus with minimized physical injuries [reviewed in Fan et al. (2019)]. For C57BL/6 mice, in general, a good correlation with other dominance measures such as food competition or fighting has been observed.

At the age of 10–12 weeks, animals were subjected to the tube test to assess their dominance score. 28 male mice and 20 female mice were investigated accordingly. The apparatus consisted of a colorless acrylic glass tube (57 cm length; 2.6 cm diameter) connected at each end to a pipette tips box (12.5 cm × 9 cm), which served as starting boxes for the mice. Small slots (3 cm from both ends of the tube) were used to insert cardboard pieces to partition the entrances to the tube, allowing pulling them simultaneously from a distance to start the individual test run (see, Figure 1A). Mice received a 3-day habituation procedure where they were allowed to explore the apparatus three times. A Fruit Loop^TM^ [KELLOGG (Deutschland) GmbH, Hamburg, Germany] was placed in the box opposite to the start point for a positive incentive.

**FIGURE 1:**
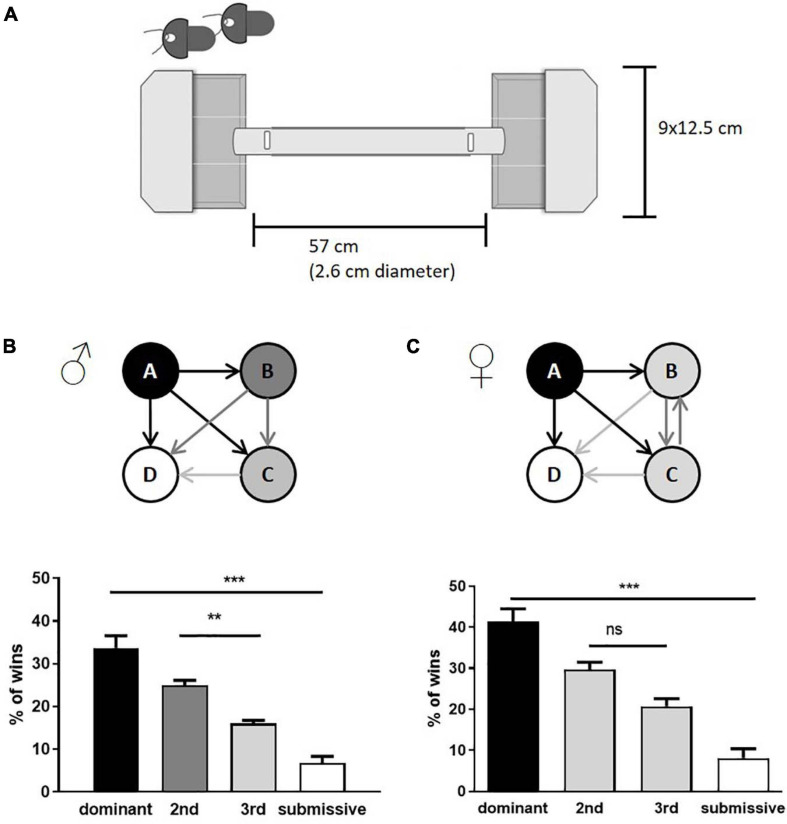
Assessment of social hierarchy in group-housed male and female mice. Schematic representation of tube test equipment is shown in **(A)**. The test consisted of two non-transparent boxes with lids where the mice were placed. At the same time, access to the tube was denied by inserted shutters (indicated in the upper left corner, the shutter position within the closed setup as labelled by vertical white rectangles). The boxes were subdivided with transparent plastic sheets, limiting the freedom of movement, and motivating the mice to enter the tube. Both shutters were removed simultaneously, and the confrontation of mice was observed within the transparent tube. Cage hierarchies were identified by the number of test runs considered as “win” per mouse (male: **B**; female: **C**). Arrows indicate the mean of relations within the cage groups; the number of wins in % of dominant and submissive animals is given as mean + SEM. Statistical analysis was performed with a one-way ANOVA with Bonferroni’s post-hoc comparison test [*n* = 28 mice per sex in total were tested, in each category (e.g., “dominant”) all test values from the seven mice belonging to this category are integrated; **p < 0.01, ***p < 0.001; ns, *p* > 0.05].

During the social hierarchy trials, mice from the same home cage competed against each other to identify dominant and submissive members of a cage. All possible combinations were tested three times. A mouse was considered the “winner of the trial” as soon as it pushed the opponent entirely back into its starting box. Following every trial, the apparatus was cleaned with an alcohol solution. Test runs without clear winners were repeated once. Female mice identified as intermediates were mixed into new groups of four and tested after 1 week again for their social status (*n* = 8). All mice were sacrificed 3–4 days after assessment of their social status in the morning (9:00 a.m.–12:00 p.m.).

### Tissue Preparation

The dominant and submissive mice of each cage (*n* = 7 each) were sacrificed simultaneously by decapitation after isoflurane anesthesia to avoid social instability if e.g., only the dominant animal would be separated from its group. Spleen, thymus, adrenal glands, both brain hemispheres, and blood were collected. The right brain hemispheres, chopped into three pieces each, were immediately placed in RNAlater (Qiagen) for stabilization before RNA-seq, all other samples were shock-frozen in liquid nitrogen. All samples were stored at −80°C until further use. Serum was obtained by centrifugation of the blood samples (1650 *g*, 10 min, 10°C, and 15680 *g*, 10 min, 10°C).

### Analysis of Serum Corticosterone by HPLC

Serum samples were collected as described before, and CORT quantification was conducted by adapting the protocols of Wong et al. (1994) and Viljoen et al. (2012). In brief, 45 μl serum were mixed with dexamethasone (500 ng/ml) (Cayman Chemicals, Ann Arbor, MI, United States) as an internal standard and a fixed amount of CORT to facilitate measurement of the endogenous levels (200 ng/ml) (Sigma-Aldrich, St. Louis, MO, United States). Samples and standards (duplicates, 50–750 ng/ml) were extracted two times by adding diethyl ether (1:2, v:v, Thermo Fisher Scientific, Hampton, NH, United States), mixing at RT for 10 min, and centrifugation for 10 min, 3800 *g*, 4°C. The organic phases were combined and evaporated at 40°C. The residue was reconstituted in 65 μl mobile phase (water and acetonitrile, 65/35, v/v, acetic glacial acid to adjust the pH to 4.1–4.2), and 50 μl were subjected to reversed-phase HPLC analysis. The HPLC (Automatic liquid autosampler and isocratic pump: Series 1100; thermostatted column compartment and variable wavelength detector: Series 1200, all Agilent Technologies, Waldbronn, Germany) was equipped with an ODS Hypersil C_18_ column (5 μm, 150 mm × 4 mm; MZ-Analysentechnik GmbH, Mainz, Germany) tempered at 24°C. Detection was carried out at 245 nm with a consistent flow rate (1.2 ml/min). Chromatograms were analyzed by ChemStation for LC software (Rev.A.10.02, Agilent Technologies, Waldbronn, Germany). To exclude effects evoked by circadian rhythm of corticosterone (e.g., Fonken and Nelson, 2014), data were analyzed pairwise in technical duplicates and the respective value of the dominant animal used as reference for the corresponding submissive animal serum specimen.

### RNA Preparation

For extraction of RNA from the right hemisphere (stored in RNAlater at −80°C), the RNeasy Lipid Tissue Mini Kit (Qiagen) was used following the instructions of the vendor and including the optional DNAse on-column digestion (*n* = 7 for males and 4 for females per group).

### Library Preparation and RNA Sequencing

Total RNA sequencing was employed to study the expression profile of brain samples (right hemisphere) from male and female mice with respect to social rank-specific changes. The extracted RNA was sequenced at the Institute of Molecular Biology in Mainz, Germany. The Illumina TruSeq stranded total RNA Human/Mouse/Rat kit was used for library preparation containing RiboZero beads for rRNA depletion from total RNA. RNA integrity was measured prior to sequencing and all samples had RIN values above 8.2 (mean 8.78 ± 0.25). Sequencing was realized with the Illumina NextSeq 500 platform, and the High Output v2 kit with an average output of 32 million single-end (85 nt) reads per sample.

### Bioinformatic Analysis of RNA-Seq Data

Raw sequencing files in fastq format were first inspected with FastQC v0.11.8 for quality control. Adapter trimming was performed with cutadapt v1.15. Afterward, quality trimming was conducted with bbduk.sh v38.06 from the BBMap suite with a cutoff of Q10. The trimmed and cleaned reads were mapped to the reference genome of mm10 using the STAR aligner v2.6.0a (Dobin et al., 2013) with default settings. The annotation files were downloaded from the Illumina iGenomes website. The percentage of uniquely mapped reads varied between 82.6 and 86.7% (mean 84.4 ± 1.11%). After quality checks, a count matrix was created using featureCounts v1.6.2 (Liao et al., 2014). Differential expression analysis was performed using the DESeq2 R package v1.1.383 (Love et al., 2014). The significance of log2-fold changes was evaluated by Wald *z* tests. The threshold for differentially expressed genes (DEG) was set to an adjusted *p*-value < 0.05. Control for the false discovery rate was executed with the Benjamini–Hochberg method. Changes in the overall expression pattern between experimental groups were investigated with a principal component analysis (PCA) using the top 500 most variable genes. Heatmaps of rlog transformed counts were produced with the pheatmap function. The raw sequencing data from this study are available at GEO under the accession number GSE161198.

### qPCR

For qPCR, the RNA concentration was adjusted to 50 ng/μl. The expression of Mettl14 and Wtap was analyzed using the QuantiTect^®^ SYBR^®^ Green RT-PCR Kit (Qiagen) following the manufacturer’s instructions using 100 ng RNA per reaction and the respective QuantiTect Primer Assay (Qiagen). GAPDH mRNA levels served as a housekeeping control. For the analysis, 4–6 samples per group were used.

### m^6^A-mRNA Methylation Assay

To assess the m^6^A methylation status of mRNA isolated from the brain, the EpiQuick^TM^ m^6^A RNA Methylation Quantification Kit (EpiGentek) was used following the manufacturers’ recommendations. The assay for a single point control was conducted using 200 ng RNA per sample. The assay’s specificity was proven by analyzing poly-A+ RNA samples from either wild type *Drosophila melanogaster* or knock-out animals for METTL3 (see Supplementary Figure 1).

### Western Blotting

For Western blotting and related experiments, nuclear fractions of left brain hemispheres were extracted using the Nuclear Extract Kit (Active Motif Europe, La Hulpe, Belgium) following the vendor’s manual to extract frozen tissue. Protein content was quantified using Roti-Nanoquant (Carl Roth, Karlsruhe, Germany), and aliquots of nuclear extracts were stored at −80°C until further use. Protein concentration was adjusted to 20 μg/10 μl in LDS NuPAGE buffer (1x, Life Technologies, Carlsbad, CA, United States) with DTT (1 M, 10% v/v) and boiled for 5 min, 95°C. Proteins were separated on a 10% SDS-polyacrylamide gel, transferred onto nitrocellulose membranes (GE Healthcare, Chicago, IL, United States) and stained with Ponceau S red (0.2% in 1% acetic acid, Carl Roth, Karlsruhe, Germany) for absolute protein quantification. After destaining with PBS, membranes were cut in appropriate sections and blocked in 5% milk buffer (Carl Roth, Karlsruhe, Germany), containing 0.1% Tween 20 (AppliChem GmbH, Darmstadt, Germany) in TBS (for an exemplary uncropped blot and the respective Ponceau S red stain, see Supplementary Figure 2). Primary antibody incubation took place overnight at 4°C. Antibodies against METTL3, METTL14, WTAP, or Virilizer [all antibodies are part of the N^6^mA methyltransferase antibody sampler kit: METTL3 (D2I6O) rabbit mAb 96391; METTL14 (D8K8W) rabbit mAb 51104; Virilizer (D4N8B) rabbit mAb 88358, WTAP antibody 56501; Cell Signaling Technology, Danvers, MA, United States] were applied in a dilution of 1:1000 in 5% BSA (Carl Roth, Karlsruhe, Germany), 0.1% Tween 20 in TBS or 5% milk, 0.1% Tween 20 in TBS (for WTAP antibody). After adding the secondary horseradish peroxidase-coupled anti-rabbit antibody (dilution 1:3000), blots were developed by using SuperSignal West Femto ECL reagent (Thermo Fisher Scientific, Waltham, MA, United States) and signals detected by using a CCD camera imaging system (Stella camera, Raytest Isotopenmessgeräte GmbH, Straubenhardt, Germany). The densitometric analysis was performed with the image analysis software AIDA (Version 4.26, Raytest, Straubenhardt, Germany).

### FTO/ALKBH5 Demethylase Activity Assay

Demethylase activity in nuclear extracts derived from brain hemispheres (see above) was measured using the Epigenase m^6^A Demethylase Activity/Inhibition Assay Kit (EpiGentek, Farmingdale, NY, United States) by following the manufacturer’s instructions. The assay was performed using 12.5 μg of protein per sample.

### Methyltransferase Activity Assay

Methyltransferase activity was measured by using the MTase-Glo Methyltransferase assay (Promega, Madison, WI, United States). To narrow the specificity toward the METTL3/METTL14 methyltransferase complex, polyA RNA served as a substrate (20mer, 200 nM, Eurofins Scientific, Hamburg, Germany). 1 μl of nuclear extracts (equivalent to 4–6 μg protein) were used, whereby each sample was measured without addition of S-adenosylmethionine (SAM) to account for endogenous concentrations of S-adenosylhomocysteine (SAH), ADP, and ATP. These background values were subtracted from values obtained by full supplemented reactions (with SAM) and normalized to protein content. Values were calculated as the percentage of the mean value obtained for dominant individuals.

### Statistical Analysis

All statistical analyses were performed using GraphPad Prism 6 or 8 for Windows or R version 3.5. Data are graphically presented as mean + standard error of the mean (SEM). Statistical analysis was performed with an unpaired, two-tailed Student’s *t*-test if not stated otherwise (^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001).

## Results

### Identification of Dominant and Submissive Individuals via the Tube Test in Group-Housed Mice

The tube test is a well-established paradigm to investigate social hierarchies in group-housed mice and has furthermore been used to study mental diseases or genotypes (Lindzey et al., 1961; Yang et al., 2015). Although both, male and female animals, form social hierarchies in groups, males have been preferred in experiments across the literature (Yang et al., 2015; McNamara et al., 2018; Nakata et al., 2018). We used male and female C57BL/6JOlaHsd mice at the age of 10–12 weeks, housed in groups of four. After individual habituation to the setup, the tube test was conducted (see Figure 1A for the experimental setup) with all possible combinations of individuals. As expected, male mice built a strict social hierarchy with defined intermediates as described previously (van den Berg et al., 2015). On the contrary, only dominant and submissive mice could be identified within groups of females, while the two intermediates were not discriminable (Figures 1B,C). In both sexes, dominant animals showed an average of over 30–40% of total wins while submissive individuals won less than 10% of the runs.

To investigate potential differences in mice’s lymphatic system with different social positioning, we weighed the thymus and spleen: interestingly, submissive male mice displayed a significant increase in body weight compared to their dominant counterparts, but no differences in lymphatic tissue weights (Figure 2A). In submissive female mice, a tendency for reduced thymus weights as compared to dominant mice was observed (*p* = 0.1, Figure 2A) but no further differences in body or spleen weight. To investigate the stress level of dominant and submissive mice, we weighed adrenal glands and measured CORT via HPLC analysis after extraction from serum samples (Figures 2B,C). Changes in adrenal glands weight were not observed for male mice, but increased CORT levels in dominant males, indicating a higher stress level. Interestingly, female mice showed precisely the opposite: submissive animals seemed to be more stressed, as illustrated by increased adrenal glands weight and elevated CORT levels as compared to dominant female mice.

**FIGURE 2:**
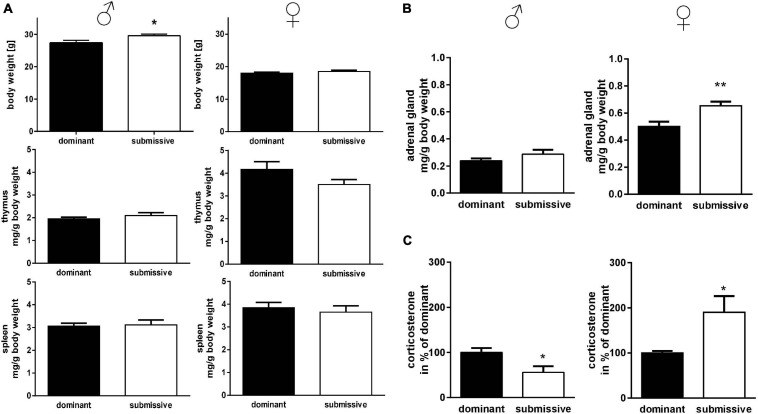
Physical parameters in accordance with social status. Body weights of mice identified as dominant or submissive as well as thymus and spleen weights were assessed **(A)**. Adrenal glands were weighed (sum of both glands) **(B)** and CORT concentration of serum samples was measured by HPLC analysis **(C)**. Data are presented as mean + SEM. Statistical analysis was performed with unpaired Student’s *t*-test. Sample size was (*n* = 7) per group except for dominant female spleen weight (*n* = 6) and adrenal gland weight of submissive males (*n* = 6). The lacking data points were removed due to incomplete dissection and thereby non-plausible tissue weight. Statistical analysis was performed with unpaired Student’s *t*-test (**p < 0.01; *p < 0.05).

### Whole-Brain Transcriptomics Analysis Comparing Dominant and Submissive Mice

We employed RNA-seq in order to investigate changes in brain transcriptome profiles in male and female mice related to dominant or submissive behavior. 

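Total RNA from the right brain hemispheres of 22 C57BL/6JOlaHsd mice, an inbred black laboratory strain, was sequenced. The samples were 7 dominant and 7 submissive males and 4 dominant and 4 submissive females, ranked at 10 to 12 weeks of age in the tube test, in which a pair of mice meets in a narrow tube and the mouse that is pushed out loses. A dominant and a submissive mouse were taken from each cage, and samples with the same replicate number share a cage according to their library names. Females of replicates 3 and 4 carry group labels there in place of cage numbers. The paper states that female intermediates were mixed into new groups and tested again, and its text does not name the groups of the sequenced mice. The authors made stranded libraries after removing ribosomal RNA, trimmed adapters with cutadapt and low-quality bases with bbduk, mapped the reads to mm10 with STAR 2.6.0a and counted them per gene of an iGenomes annotation with featureCounts 1.6.2. The deposited values are these counts for 24421 genes, without normalization. The paper's text does not name the strand setting of the counting, the treatment of reads that map to several places or the design formula given to DESeq2, so genes that share exon bases with a neighbour are reported as uncertain. Between 12403943 and 15099149 reads per dominant male were counted on genes (median 14166495) and between 12851198 and 15805170 per submissive male (median 14379997). Dominant females had 15375100 to 16488762 counted reads (median 15663821.5) and submissive females 14967458 to 16462771 (median 15875616.5). The paper gives a mean of 32 M sequenced reads per sample (M, mega), while the values here use the reads counted on genes, with a mean of 14.8 M. The 54 pairs of samples within the 4 groups all differed by more than the sampling noise, with a mean chi-square per gene of 1.98 to 21.2. Counts were normalized with TMM and tested with edgeR's quasi-likelihood test within each sex, with rank as the only term. Its expression filter, with a minimum count of 10 and a minimum total count of 15, kept 14737 genes in males and 14865 genes in females. Expression is given as CPM, the counts scaled to a common library size with the TMM factors, and log2 fold changes are for dominant relative to submissive mice. The sex labels were checked with Ddx3y, a gene of the Y chromosome, which had 145 to 177 CPM in the males and 0 counts in the 8 females, where a count of 0 allows up to 0.182 to 0.200 CPM.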

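The rlog values of the 500 most variable genes in the 14 male samples were decomposed into principal components. PC1 held 41.6% of the variance and PC2 held 38.5%. Social rank explained 1.34% of the variance of PC1 (exact permutation test over all assignments, two-sided, p = 0.664) and 2.93% of that of PC2 (the same exact test, p = 0.635). The PC1 score was 0.254 ± 2.53 (SD, n = 7) in dominant and -0.254 ± 2.18 (SD, n = 7) in submissive males. The ranks thus differed by less than the spread within each rank, which includes differences between replicates. Within cages, the dominant male had the higher PC1 score in 6 of 7. With replicate means removed first, rank explained 3.29% of the first component (exact paired permutation test, two-sided, p = 0.672). Replicates 1 to 4 scored between -2.66 and -0.231 on PC1 and replicates 5 to 7 between 1.54 and 3.53, in both ranks. On PC2, dominant male 1 scored 6.35, and the other dominant males lay between -2.68 and 1.72. With replicate means removed first, the components were computed anew, and the second held 13.4% of the variance. It need not be the same axis as the PC2 above. Rank explained 40.1% of it with ranks exchanged within replicates (exact paired permutation test, two-sided, p = 0.109, where 7 pairs allow 0.0156 at the smallest).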

PCA using the top 500 most variable genes did not reveal a discernible separation of male animals according to their social status (Figure 3A). Additionally, we did not identify any genes that passed the criteria for differential expression (Figure 3B). 

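Of the 14737 genes tested in males, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 194 genes (1.32%) had an unadjusted p under 0.05. The gene with the smallest p among those higher in dominant males was Wash1, with 25.6 ± 1.53 CPM (SD, n = 7) in dominant and 22.6 ± 1.09 CPM (SD, n = 7) in submissive males. Its log2 fold change was 0.18 (standard error 0.0492, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes lower in dominant males, Raver1 had the smallest p, with a log2 fold change of -0.60 (standard error 0.165, adjusted p = 1.00 from the same edgeR test); 2317 of its 3444 exon bases are shared with other genes. In simulated counts with the means and library sizes of the male samples, the test called 70% of genes changed by 0.4 on the log2 scale and 2% of genes changed by 0.2. The count stayed at 0 in 11 alternative settings and in the 14 fits that each left out a sample. Over the 11 settings, the share of tested genes at an unadjusted p under 0.05 was lowest with a mean count of at least 500 (30 of 6081 genes) and highest, at 2.57% or 379 genes, with the replicate block and a correction for each sample's trend on GC content.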

Interestingly, several genes predominantly expressed in the cerebellum, including Pcp2, Atp2a3, Ppp1r17, Cbln1, and Homer3, exhibited a very similar expression pattern. These were among the top 20 most variable genes (Figure 3C). However, the difference between experimental conditions was not statistically significant.

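Pcp2 (chromosome 8, 3623371 to 3625545 in mm10) had 31.5 ± 15.1 CPM (SD, n = 7) in dominant and 37.5 ± 8.73 CPM (SD, n = 7) in submissive males; 188 of its 625 exon bases are shared with Pet100. Cbln1 (chromosome 8, 87468853 to 87472592) had 48.8 ± 19.8 CPM in dominant and 57.9 ± 10.9 CPM in submissive males. Homer3 (chromosome 8, 70282999 to 70294361), with 874 of 2445 exon bases shared with Ddx49, had 39.1 ± 15.7 and 44.8 ± 9.32 CPM. Atp2a3 (chromosome 11, 72961169 to 72993043) had 36.7 ± 14.7 CPM in dominant and 42.7 ± 6.81 CPM in submissive males, and Ppp1r17 (chromosome 6, 56017515 to 56032688) had 22.8 ± 11.1 and 26.3 ± 5.07 CPM. The log2 fold changes lay between -0.26 for Pcp2 and -0.20 for Homer3, with standard errors of 0.248 to 0.370, and all 5 adjusted p-values were 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mean log2 CPM of the 5 genes, computed with a prior count of 2, was 4.70 ± 1.59 (SD, n = 7) in dominant and 5.32 ± 0.32 (SD, n = 7) in submissive males, a difference of -0.61 (exact permutation test, two-sided, p = 0.450). Without dominant male 1, which had 0 counts of Pcp2 (up to 0.211 CPM at its depth), the difference was -0.021 (exact permutation test, p = 0.900) and the log2 fold change of Ppp1r17 was 0.00013. Across the 14 male samples, the 10 pairwise correlations of the log2 CPM of these genes had a Pearson's r of 0.957 to 0.995 (permutation test, two-sided, adjusted p of 2.00e-05 to 4.00e-05, raw p of 1e-05 to 4.00e-05, where 1e-05 is the smallest that 100000 permutations can give). Spearman's rho was 0.692 to 0.956 (permutation test, adjusted p of 5.00e-05 to 0.00738, raw p of 1e-05 to 0.00738). Without the 2 samples farthest from the median, r was 0.739 to 0.957. Within replicates 1 to 4 it was 0.974 to 0.998 over 8 samples, and within replicates 5 to 7 it was 0.884 to 0.994 over 6 samples.

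**Figure D1:**
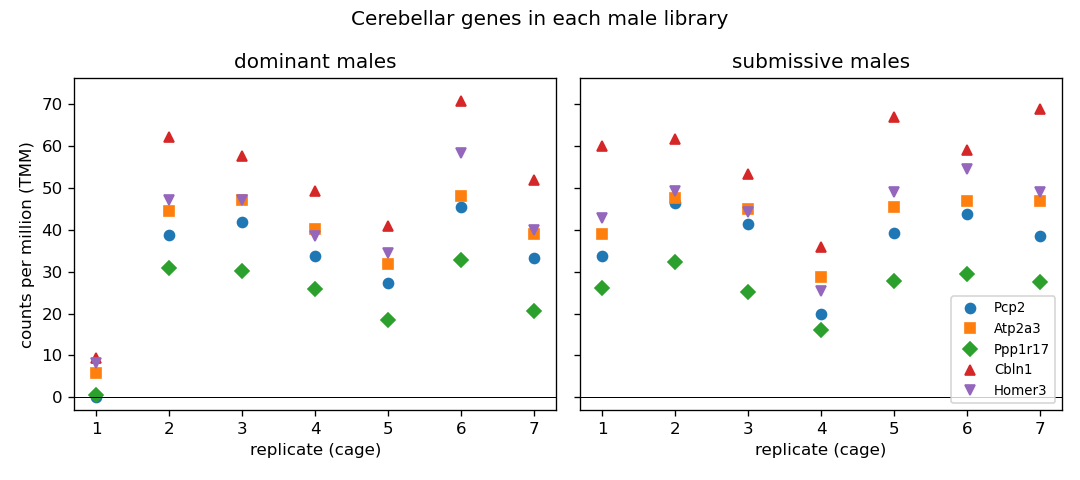
CPM (linear axis) of Pcp2, Atp2a3, Ppp1r17, Cbln1 and Homer3 in each of the 14 male samples, listed by rank and replicate along the horizontal axis, with a point per sample. All 5 genes are at their lowest in dominant male 1, where Pcp2 had 0 counts.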

**FIGURE 3:**
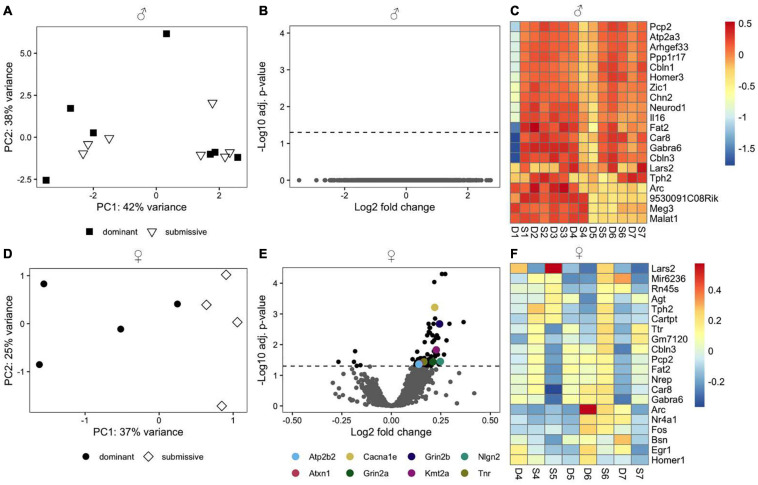
Transcriptomic profile of brain samples from male and female mice according to social rank. Differences in the multivariate expression pattern in brain hemispheres of male **(A)** and female **(D)** dominant and submissive mice were visualized with PCA using the top 500 most variable genes. Volcano plots display differentially expressed genes (adjusted *p* < 0.05, shown as black dots, *n* = 7 for males and 4 for females) in male **(B)** or female **(E)** mice. Positive log2 fold changes indicate genes that are up-regulated in dominant mice, while negative log2 fold changes correspond to down-regulated genes. The horizontal dashed line on the volcano plots labels the threshold for differentially expressed genes (adjusted *p* < 0.05). The 20 genes with the highest variance across samples were determined for male **(C)** and female **(F)** animals and visualized with a heatmap using rlog transformed counts. Counts were centered around the respective mean value for each gene.

Principal component analysis using the top 500 most variable genes in females revealed a clear separation between dominant and submissive animals (Figure 3D). 

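In the 8 female samples, PC1 held 36.5% and PC2 25.1% of the variance of the rlog values. Rank explained 70.2% of the variance of PC1 (exact permutation test over all 70 assignments, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow) and 0.159% of that of PC2 (exact permutation test, two-sided, p = 0.943). The PC1 scores of dominant females, between -1.64 and 0.249, did not overlap those of submissive females, between 0.643 and 1.07. The mean score was -0.883 ± 0.922 (SD, n = 4) in dominant and 0.883 ± 0.181 (SD, n = 4) in submissive females. With log2 CPM in place of rlog values the share was 54.8% (exact permutation test, p = 0.0571). Without dominant female 3 it was 44.7% (exact permutation test, p = 0.0857). With replicate means removed first, PC1 held 54.9% of the variance and rank explained 72.7% of that component (ranks exchanged within replicates, exact paired permutation test, p = 0.125, the smallest p that 4 pairs allow).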

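In females, 14 of the 14865 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 higher and 3 lower in dominant mice, and 1563 genes (10.5%) had an unadjusted p under 0.05. The 3 genes with the smallest p among those higher in dominant females were R3hdm1 (chromosome 1, 128103306 to 128237735 in mm10), Pclo (chromosome 5, 14514918 to 14863459) and Xist (chromosome X, 103460373 to 103483233). R3hdm1 had 200.2 ± 8.75 CPM (SD, n = 4) in dominant and 168 ± 9.13 CPM (SD, n = 4) in submissive females, a log2 fold change of 0.25 (standard error 0.0399, adjusted p = 0.0266 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 0.27 for Pclo, with 22100 exon bases, and 0.22 for Xist, with 17918 exon bases of which 1959 are shared with Tsix (adjusted p = 0.0377 for both, same edgeR test). The 3 genes lower in dominant females were Cartpt (chromosome 13, 99898483 to 99900683), Slc6a4 (chromosome 11, 76998597 to 77032343) and Tph2 (chromosome 10, 115078641 to 115185022). Cartpt had 8.68 ± 0.652 CPM in dominant and 18.5 ± 5.49 CPM in submissive females, Slc6a4 had 1.63 ± 1.19 and 5.68 ± 1.58 CPM, and Tph2 had 4.32 ± 2.63 and 14.9 ± 6.41 CPM. DESeq2, the tool of the study, called 79 genes in the same counts, 74 higher and 5 lower in dominant females. With the replicate number as a block in edgeR, 36 genes were called, 27 higher and 9 lower. Replicates 1 and 2 alone, with cage numbers, gave 5 calls (0 higher and 5 lower), and replicates 3 and 4 alone, with group labels, gave 120 (104 and 16), in fits of 2 mice per rank chosen after the values were seen. The count depended on single mice, with 77 genes without dominant female 2, 1 without dominant female 3, 0 without submissive female 1 (1426 at an unadjusted p under 0.05) and 0 without submissive female 3 (1356). It was also 0 once each sample's trend of counts on exon length was removed (1118 at an unadjusted p under 0.05).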

In the right brain hemispheres of dominant female mice, 74 DEGs were up-regulated relative to their submissive counterparts, while five genes were down-regulated (Figure 3E and Supplementary Table 1). Importantly, several genes that might be involved in controlling hyperexcitability in different brain regions and thereby modulating behavioral fear response were upregulated in dominant females as compared to submissive mice. These include the Ca^2+^ voltage-gated R type channel subunit alpha 1E gene (Cacna1e), the glycoprotein tenascin-R (Tnr) which is part of the extracellular matrix in the CNS (Weber et al., 1999) as well as the adhesion molecule neuroligin-2 (Nlg2) which is selectively expressed at inhibitory synapses (Graf et al., 2004). 

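Cacna1e lies on chromosome 1 from 154392519 to 154725920 (mm10) and has 12697 exon bases. It had 320.2 ± 18.8 CPM (SD, n = 4) in dominant and 275 ± 11.8 CPM (SD, n = 4) in submissive females, a log2 fold change of 0.22 (standard error 0.0399, adjusted p = 0.0418 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnr (chromosome 1, 159523769 to 159924922, 5395 exon bases) had 111 ± 5.21 CPM in dominant and 99.3 ± 2.39 CPM in submissive females, with a log2 fold change of 0.16 (standard error 0.0381, adjusted p = 0.115 from the same edgeR test). The gene of neuroligin-2, listed as Nlgn2 (chromosome 11, 69823123 to 69834849, 5002 exon bases), had 71.1 ± 7.70 CPM and 59.95 ± 4.31 CPM, with a log2 fold change of 0.25 (standard error 0.0630, adjusted p = 0.150 from the same edgeR test). For each of the 3 genes, every dominant female was above every submissive female (exact permutation test, two-sided, p = 0.0286). That p is the smallest that 4 mice against 4 allow. The study chose these genes on the same mice, so the separation is not independent evidence. DESeq2 gave adjusted p-values of 0.000612 for Cacna1e, 0.0362 for Tnr and 0.0353 for Nlgn2. Over the 23 alternative fits, the adjusted p ran from 0.000612 to 0.995 for Cacna1e, from 0.0362 to 0.995 for Tnr and from 0.0254 to 0.995 for Nlgn2. After removal of each sample's trend on exon length, the log2 fold changes were 0.14 for Cacna1e, 0.14 for Tnr and 0.22 for Nlgn2, with adjusted p-values of 0.286, 0.332 and 0.332 from edgeR. The paper proposes that these 3 genes, among several higher in dominant females, might control hyperexcitability in different brain regions and thereby modulate the behavioral fear response.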

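Slc1a2 (chromosome 2, 102658683 to 102790784 in mm10, 12068 exon bases) had 2552 ± 57.8 CPM (SD, n = 4) in dominant females and 2371 ± 61.1 CPM (SD, n = 4) in submissive females. All 4 dominant females lay above all 4 submissive females (exact permutation test, two-sided, p = 0.0286, the smallest possible). The study chose this gene on the same mice, so the separation is not independent evidence. The log2 fold change was 0.11 (standard error 0.0289, adjusted p = 0.168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 23 alternative fits, with adjusted p-values of 0.0298 to 1.00, DESeq2 gave the lowest. After removal of the trend on exon length the log2 fold change of Slc1a2 was 0.029.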

The glutamate transporter gene Slc1a2 was also associated with significantly higher expression in dominant female mice’s brains. Furthermore, Grin2a and Grin2b, two major subunits of N-methyl-D aspartate (NMDA) receptors that are involved in synaptic plasticity (Kiyama et al., 1998; Zhao et al., 2005) were both downregulated in submissive mice. 

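Grin2a (chromosome 16, 9577710 to 9992533 in mm10, 4512 exon bases) had 86.2 ± 5.17 CPM (SD, n = 4) in submissive and 99.6 ± 8.37 CPM (SD, n = 4) in dominant females. Its log2 fold change was 0.21 (standard error 0.0527, adjusted p = 0.150 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 2 ranks overlapped (exact permutation test, two-sided, p = 0.0571). Grin2b (chromosome 6, 135729805 to 136173511, 7505 exon bases) had 221 ± 9.59 CPM in submissive and 261 ± 24.4 CPM in dominant females without overlap (exact permutation test, two-sided, p = 0.0286). Its log2 fold change was 0.24 (standard error 0.0496, adjusted p = 0.0697 from the same edgeR test). With the replicate block the adjusted p of Grin2b was 0.0394, and over the 23 alternative fits it ran from 0.00201 to 0.995. For Grin2a it ran from 0.0280 to 0.995, with 0.0362 from DESeq2. The log2 fold changes after removal of the trend on exon length were 0.19 for Grin2a and 0.19 for Grin2b. The permutation p of Grin2b was the smallest that 4 mice against 4 allow. Both genes were chosen by the study on the same mice, so these tests are not independent evidence.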

Two additional genes that exhibited significantly higher expression in female dominant animals are the plasma membrane calcium-transporting ATPase 2 (Atp2b2) and ataxin-1 (Atxn1). These genes are involved in cerebellum development, and genetic ablation or mutations are associated with neurodegeneration, impaired locomotion, and ataxia (Kozel et al., 1998; Matilla et al., 1998). 

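Atp2b2 (chromosome 6, 113745668 to 114042080 in mm10, 7218 exon bases) had 654 ± 32.4 CPM (SD, n = 4) in dominant and 595 ± 27.5 CPM (SD, n = 4) in submissive females, and Atxn1 (chromosome 13, 45549756 to 45964991, 10607 exon bases) had 194 ± 9.42 and 175 ± 3.35 CPM. The log2 fold change was 0.14 for both, with standard errors of 0.0375 and 0.0357 and adjusted p-values of 0.168 for Atp2b2 and 0.150 for Atxn1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ranks did not overlap for either gene (exact permutation test, two-sided, p = 0.0286, the smallest possible). Both genes were chosen by the study on the same mice, so the separation is not independent evidence. DESeq2 gave adjusted p-values of 0.0432 and 0.0413, within ranges over the 23 alternative fits of 0.0432 to 1.00 for Atp2b2 and 0.0192 to 1.00 for Atxn1. Removal of the trend on exon length left log2 fold changes of 0.092 for Atp2b2 and 0.072 for Atxn1.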

The methyltransferase gene Kmt2a, which is implicated in short term-synaptic plasticity (Jakovcevski et al., 2015) was also upregulated in dominant female mice (Figure 3E). 

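Kmt2a (chromosome 9, 44803355 to 44881274 in mm10), with 16439 exon bases, had 108 ± 9.60 CPM (SD, n = 4) in dominant and 92.7 ± 4.26 CPM (SD, n = 4) in submissive females. Each dominant female exceeded each submissive female (exact permutation test, two-sided, p = 0.0286, the smallest possible). The study chose Kmt2a on the same mice, so the separation is not independent evidence. The log2 fold change was 0.23 (standard error 0.0515, adjusted p = 0.102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of Kmt2a was 0.0360 with the replicate block and 0.0148 with DESeq2, and ran from 0.0109 to 1.00 over the 23 alternative fits. After removal of the trend on exon length the log2 fold change was 0.13.

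**Figure D2:**
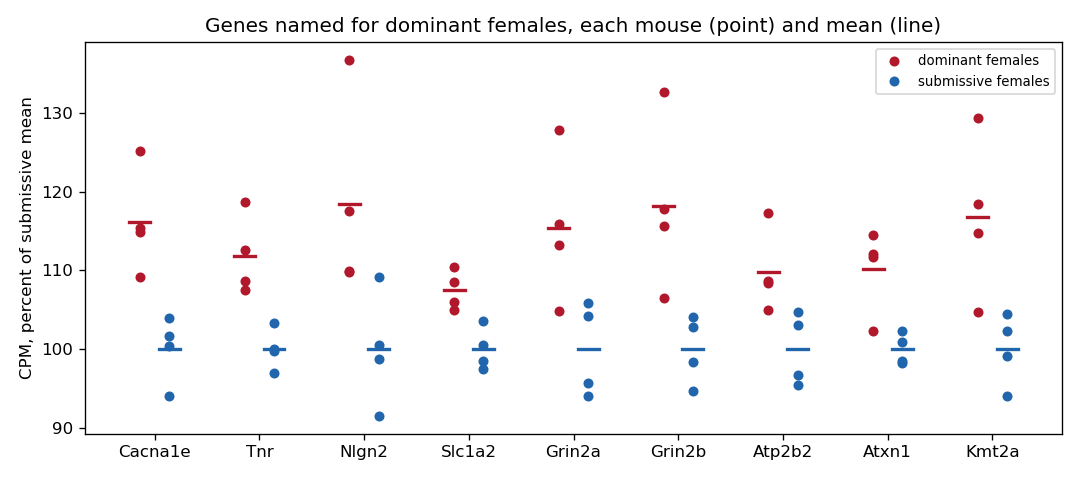
CPM of Cacna1e, Tnr, Nlgn2, Slc1a2, Grin2a, Grin2b, Atp2b2, Atxn1 and Kmt2a in each female sample, as percent of the mean of the 4 submissive females, with a point per mouse and a line at the mean of each rank. The points of the 2 ranks overlap for Grin2a and do not overlap for the other genes.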

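The 20 genes with the highest variance of rlog values over the 8 female samples included Arc, Fos, Ttr, Pcp2 and Cartpt. Arc had 96.3 ± 44.7 CPM (SD, n = 4) in dominant and 76.6 ± 22.5 CPM (SD, n = 4) in submissive females, a log2 fold change of 0.33 (standard error 0.212, adjusted p = 0.631 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Fos, with 15.8 ± 8.06 and 14.5 ± 5.30 CPM, the log2 fold change was 0.12 (standard error 0.247, adjusted p = 0.908 from the same edgeR test). Ttr had 711 ± 68.6 CPM in dominant and 814 ± 142 CPM in submissive females (log2 fold change -0.20, adjusted p = 0.435, same edgeR test). Prl was also among the 20 genes through a single sample, with 11.9 CPM in submissive female 3 and at most 0.586 CPM in the other females.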

The top 20 most variable genes in female mice are shown in Figure 3F.

### m^6^A-RNA Modification Is Differentially Affected in Dominant and Submissive Mice of Male and Female Sex

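The rank effect in females minus that in males was tested as an interaction over all 22 samples. Of 15233 genes, 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 505 (3.32%) had an unadjusted p under 0.05. Tmem212 had the smallest p, with an interaction log2 fold change of -1.01 (standard error 0.245, adjusted p = 0.999 from the same edgeR test). For Cacna1e the interaction log2 fold change was 0.27 (standard error 0.158, adjusted p = 0.999). No gene was called in the 10 alternative settings either, where 161 to 1134 genes had an unadjusted p under 0.05. In the edgeR fit of all 22 samples, the rank effect within females also gave 0 calls (579 genes at an unadjusted p under 0.05). The interaction was not tried on simulated data. The 0 calls therefore do not show that the rank effect is alike in the sexes.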

Transcriptomic analysis of brain mRNA revealed only minor differences in gene expression in female mice of different social hierarchy stage, but no changes between dominant and submissive male mice. Nevertheless, not only transcriptional activity regulates gene expression but also modification of RNA greatly affects half-life time and accessibility (Wang et al., 2014; Mauer et al., 2017). In the groups investigated here, N^6^-adenosyl-mRNA-methylation was decreased in submissive males (25%) but increased in submissive females (15%) as compared to their respective counterparts (Figure 4A). m^6^A is the most prominent type of mRNA modification (Wei et al., 1975; Dominissini et al., 2012; Meyer et al., 2012) which is conducted by a complex, including METTL3 and METTL14 methyltransferases, whereby METTL3 provides the catalytic subunit and METTL14 the target recognition unit (Boker et al., 1997; Liu et al., 2014; Schwartz et al., 2014; Wang et al., 2014). WTAP operates as a regulatory subunit, and Virilizer is required for methyltransferase activity (Liu et al., 2014; Ping et al., 2014; Schwartz et al., 2014). The methylation can be reversed by activation of demethylases FTO and ALKBH5 (Jia et al., 2011; Fu et al., 2013; Zheng et al., 2013). 

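In dominant and submissive females (n = 4 each), Mettl3 had 25.0 ± 2.06 and 23.3 ± 1.96 CPM (mean ± SD), Mettl14 23.6 ± 1.28 and 23.0 ± 1.11 CPM, and Wtap 64.2 ± 3.97 and 60.3 ± 0.988 CPM. The gene of Virilizer, listed as 1110037F02Rik, had 98.0 ± 2.38 CPM in dominant and 97.7 ± 2.29 CPM in submissive females. Fto had 125 ± 7.90 and 126 ± 3.98 CPM, and Alkbh5 had 73.0 ± 2.31 and 72.9 ± 3.27 CPM. In dominant and submissive males (n = 7 each), Mettl3 had 26.7 ± 3.37 and 26.3 ± 3.53 CPM, Mettl14 21.7 ± 1.46 and 21.6 ± 1.98 CPM, and Wtap 61.0 ± 4.51 and 58.6 ± 4.93 CPM. The other 3 genes had 103 ± 4.83 and 104 ± 6.84 CPM (1110037F02Rik), 124 ± 6.55 and 126 ± 5.02 CPM (Fto) and 61.5 ± 4.29 and 60.8 ± 3.40 CPM (Alkbh5) in males. Of the 2020 exon bases of Mettl3, 252 are shared with Tox4, and the counts of Mettl3 are uncertain to that extent.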

Even though we did not find significant differences in the expression of the genes encoding for the m^6^A enzymatic complex in our transcriptomic analysis before, we visualized and inspected the normalized RNA counts of all involved players. However, we could not detect any non-significant trends – neither for males nor for females – regarding the respective transcript levels in relation to social positioning (Figure 4B). 

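The genes lie in mm10 on chromosome 14 (Mettl3, 52294842 to 52305124), 3 (Mettl14, 123368295 to 123385990), 17 (Wtap, 12966799 to 12992539), 4 (1110037F02Rik, the gene of Virilizer, 11485958 to 11551143), 8 (Fto, 91313525 to 91668433) and 11 (Alkbh5, 60537683 to 60558512). In females the log2 fold change of Mettl3 was 0.098 (standard error 0.0713) and that of Wtap 0.092 (standard error 0.0451, unadjusted p = 0.0559 from edgeR's quasi-likelihood test). Those of Mettl14 (0.038), 1110037F02Rik (0.0039), Fto (-0.0057) and Alkbh5 (0.0017) were within 1 standard error of 0. In males the log2 fold changes were 0.024 for Mettl3, 0.0069 for Mettl14, 0.057 for Wtap, -0.013 for 1110037F02Rik, -0.018 for Fto and 0.017 for Alkbh5, also within 1 standard error of 0. Of the 6 genes, 0 had an unadjusted p under 0.05 in either sex. The adjusted p-values were 0.491 to 0.991 in females and 1.00 in males (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out dominant female 4 gave Wtap a log2 fold change of 0.13 (unadjusted p = 0.00555 from edgeR). After removal of the trend on exon length, the log2 fold changes of 1110037F02Rik and Alkbh5 in females were -0.041 and -0.033, and that of 1110037F02Rik in males was 0.0026.

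**Figure D3:**
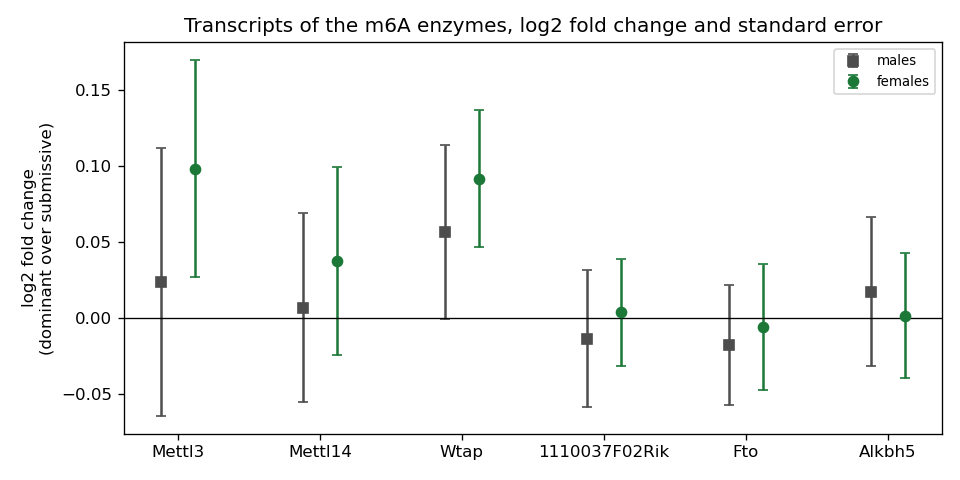
Log2 fold change between dominant and submissive mice of Mettl3, Mettl14, Wtap, 1110037F02Rik (Virilizer), Fto and Alkbh5, with squares for males (n = 7 per rank), circles for females (n = 4 per rank) and bars for the standard error of edgeR's fit. The bars of Mettl3 and Wtap in females do not reach 0.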

To verify the findings from the transcriptomics analysis with a distinct method, Mettl14 and Wtap mRNA levels were determined by qPCR (Figure 4C) which confirmed the unaltered expression. A slight increase in expression of both mRNAs could be observed for submissive females as compared to their dominant counterparts. However, this did not reach statistical significance (*p* < 0.3 for both comparisons).

**FIGURE 4:**
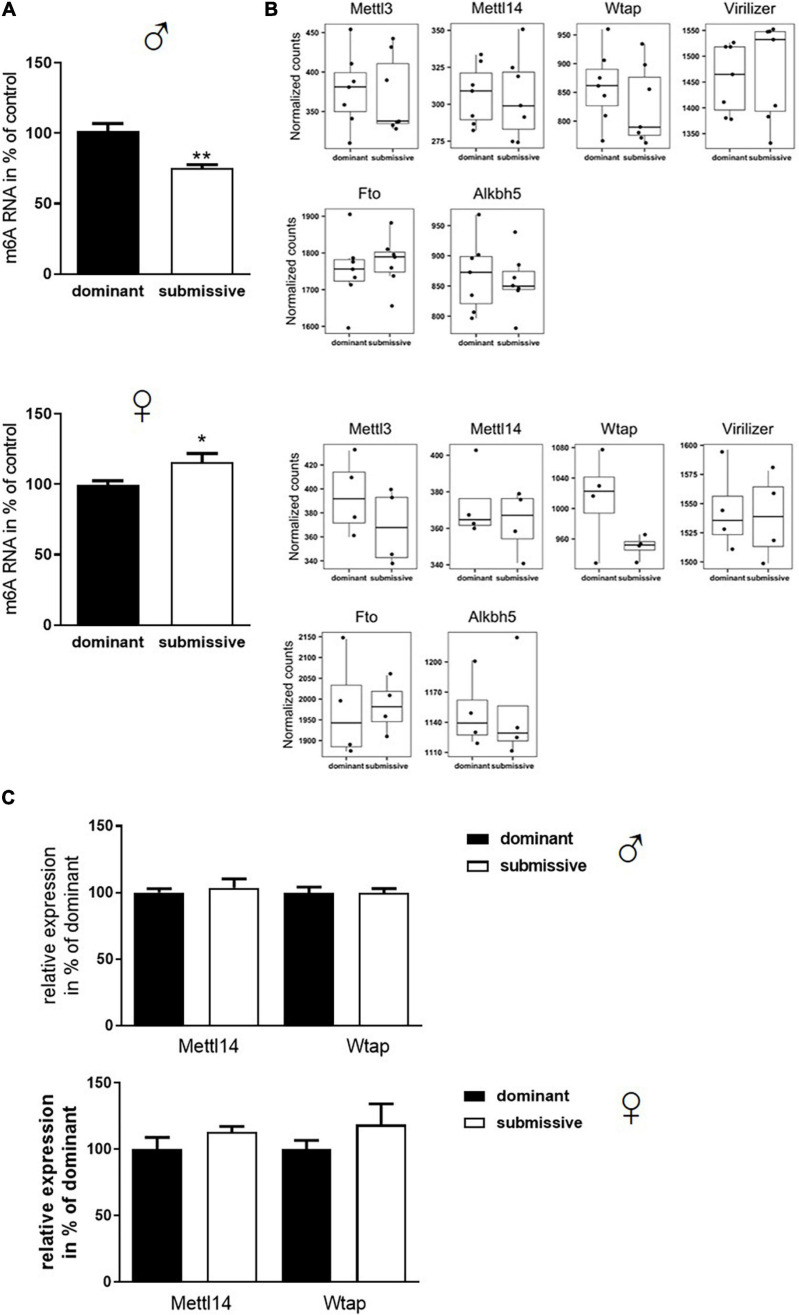
Changes in m^6^A mRNA modification in relation to stress evoked by social rank. Isolated mRNA was applied to measure m^6^A modification (**A**, *n* = 7 for dominant; *n* = 6 for submissive groups). Data are normalized to the mean value of dominant animals (set to 100%) and presented as mean + SEM. Statistical analysis was performed with Student’s *t*-test; (**p < 0.01; *p < 0.05). Specificity of the used kit [EpiQuik m6A RNA Methylation Quantification Kit (Colorimetric), EpiGentek] was confirmed by utilizing RNA from a Mettl3 knock-out *Drosophila* mutant (see Supplementary Figure 1). **(B)** Normalized transcript counts of genes associated with m^6^A modification (*n* = 7 per group for males; *n* = 4 per group for females). Data are represented as boxplots showing the 1st quartile, median, 3rd quartile and interquartile range and as individual values. **(C)** RNA levels of Mettl14 and Wtap were assessed via qPCR (*n* = 4–6 per group) and normalized to GAPDH mRNA levels. Data are shown as mean + SEM.

Subsequently, as mRNA levels of all complex participants could not explain the observation of altered m^6^A levels, protein amount and enzymatic activity of enzymes involved in m^6^A modification were analyzed. In male mice, no differences in protein amounts of METTL3, METTL14, and WTAP were identified in whole brain hemispheres of dominant as compared to submissive individuals. Compared to dominant mice, only a tendency toward a reduced amount of Virilizer was determined in submissive male mice, which was, however, not statistically significant (*p* = 0.1, Figure 5A). Although no differences between METTL3 and Virilizer were observed in the investigated groups in female mice, METTL14 and WTAP showed significantly increased values in submissive females that might explain the previously measured increase of m^6^A mRNA (Figures 4A, 5A). In addition, the activity of the demethylases FTO and ALKBH5 was investigated. Submissive males and dominant females tended to demonstrate a higher activity of the investigated demethylases, but differences did not reach statistical significance (Figure 5B, *p* = 0.4 for both).

**FIGURE 5:**
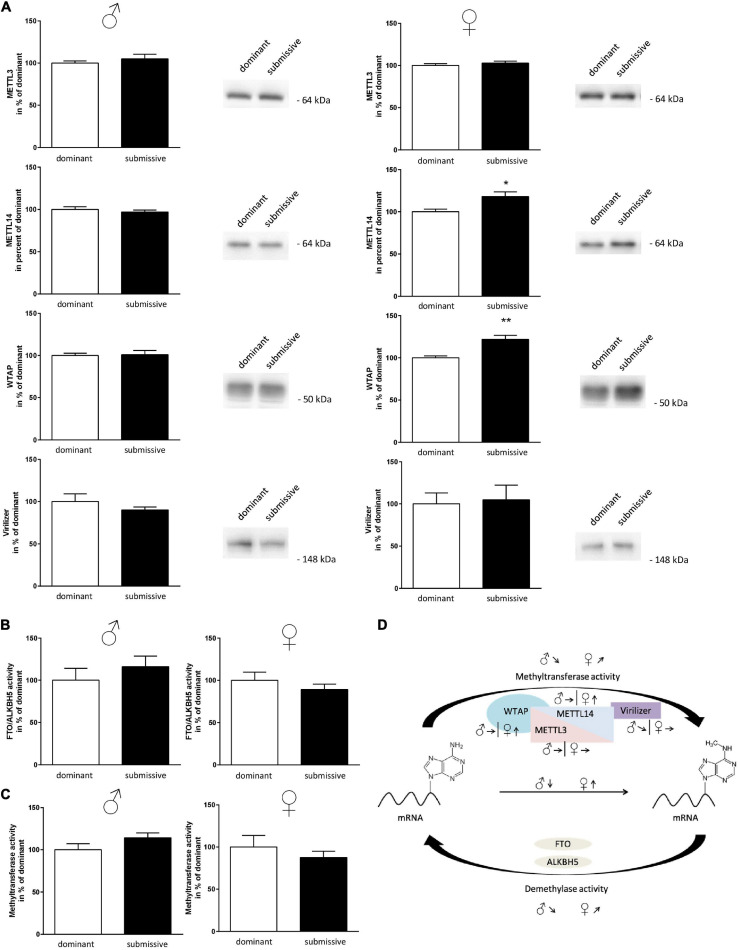
Changes in amount or activity of enzymes involved in m^6^A modification. Proteins of nuclei extracts derived from brain hemispheres of dominant and submissive mice were separated on polyacrylamide gels, transferred to nitrocellulose and METTL3, METTL14, WTAP, and Virilizer protein amounts were analyzed by using specific antibodies and a chemiluminescent detection system. 20 μg of protein per lane were subjected to the gel **(A)** and equal loading controlled by Ponceau S red staining of the membrane (data not shown). FTO/ALKBH5 demethylase **(B)** and methyltransferase activity **(C)** of nuclei extracts was determined by using the respective enzyme assay. Data are normalized to the mean value of dominant animals (set to 100%) and presented as mean + SEM. Statistical analysis was performed with Student’s *t*-test; (**p < 0.01; *p < 0.05, *n* = 7 per group for males, *n* = 4 per group for females). **(D)** Graphical summary of changes in the amounts of METTL3/METTL14-complex proteins and methyltransferase or demethylase activity for male and female mice. Arrows indicate the comparisons of the submissive animals with their dominant counterparts [↑, increase; ↓, decrease; ↗,↘, trends; Figure was modified according to Deng et al. (2018)].

Furthermore, methyltransferase activity was investigated using a luciferase-based assay. The assay was designed to detect the activity of any methyltransferases within the respective sample. Therefore, we aimed at gaining at least partial specificity toward m^6^A methyltransferases by using polyA RNA as substrate. Sinefungin, a non-specific inhibitor of m^6^A methyltransferase, was used to test this at a concentration where mainly METTL3/METTL14 should be affected (10 μM) (Selberg et al., 2019). About 51% of the signal derived by methyltransferase activity was inhibited by Sinefungin, suggesting that at least a large part of the reaction was based on METTL3/METTL14 complex activity (see Supplementary Figure 3). Contrary to our expectations, the measured methyltransferase activity tended to be directed in the opposite direction of the measured m^6^A methylation levels: higher activity in submissive males and dominant females as compared to their respective counterparts were detected, while not being statistically significant (Figure 5C, *p* = 0.1 for males and *p* = 0.4 for females). For a summary of observed changes in regard to m^6^A modification see Figure 5D.

## Discussion

The tube test is a well-established paradigm to determine the social cage hierarchy of group-housed mice (Lindzey et al., 1961; Yang et al., 2015). Successful performance of the tube test in our study, and thereby stratification of hierarchical groups, was shown by the significantly lower number of wins of the submissive animals. The key finding of the comparison of dominant and submissive mice is the difference in m^6^A methylation of brain parenchymal tissue, which interestingly occurred in a gender-specific manner.

The cage hierarchy of rodents such as mice depends on intrinsic mechanisms, previous experiences, and hormone levels such as testosterone (van den Berg et al., 2015; Williamson et al., 2017). Male mice kept in groups exhibit a linear, stable cage hierarchy (van den Berg et al., 2015; Williamson et al., 2016), suggesting high sociocognitive competence, which is consistent with our results. Williamson et al. (2019) also investigated social hierarchies in female mice housed in groups of twelve. Their results indicate that alpha female mice do not show dominance over all cage mates. For our female groups consisting of only four mice each, dominant and submissive individuals were well defined, but intermediates were not distinguishable. This suggests a non-linear hierarchy as the main difference to male animals and is in accordance with the findings from larger female groups.

Dominance in male mice has been shown to be indirectly proportional to body weight: elevated body weight leads to submissive behavior, for example, in CD-1 mice (Kim et al., 2015). Similarly, in our study, submissive male mice displayed a significant increase in body weight compared to their dominant counterparts. Further dominance measures were not performed, however, a good correlation of the tube test with such has been described before for the C57BL/6J strain (Fan et al., 2019). These reports, however, mainly include male mice and sub-strain specificity might not have always been clearly described.

The intrinsic social status of the mice influenced their stress levels: submissive males presented lower serum corticosterone amounts than dominant males, which is in accordance with some reports from literature (Williamson et al., 2017). Pletzer et al. (2007), for example, described that the lowest corticosterone level was observed in active subordinate male Balb-C mice (depending on the coping style). However, it has to be mentioned that observations concerning corticosterone levels are contradictory as also contrary reports exist (Meehan et al., 1987; Fano et al., 2001) or reports revealing indistinguishable corticosterone levels (Hilakivi et al., 1989). This might be due to the measurement technique, used strain or sub-strain or even to how the tested groups were established. E.g., it has been shown that mice reared in a group of siblings since weaning showed unaltered basal corticosterone levels (Bartolomucci et al., 2001). Contrary to the reduced corticosterone level for the male mice tested in our study, female submissive mice displayed higher adrenal gland weights and corticosterone serum levels than their dominant counterparts, which is also described in previously published data (Williamson et al., 2019). This observation confirms that social status causes gender-specific stress in the mice.

After identifying dominant and submissive individuals, whole brain transcriptomic analysis was conducted to analyze gene regulation regarding social hierarchy status. Significant differences between dominant male mice and submissive ones were not detected and only subtle changes were observed between the investigated groups of female mice. Amongst the most variable genes cerebellar genes occurred such as Pcp2. Even if the observed differences did not reach statistical significance, it is of note that corticosterone injections are able to affect motor coordination in mice (Harle et al., 2017) and that social defeat elicits motor impairment (Tomas-Roig et al., 2016).

Especially in dominant female mice compared to their submissive counterparts, genes involved in modulating fear response and anxiety (e.g., Cacna1e, Nlg2, Tnr, Grin2a, and Grin2b) were up-regulated. For example, Nlg2 was increased by 1.2 fold in dominant females. Nlg2, a cell adhesion molecule enriched in the post-synapses of inhibitory neurons [GABAergic synapses, (Graf et al., 2004)], is known to be associated with inhibitory synaptic transmission. Nlg2 knock-out mice showed, for instance, anxiety-like behavior as indicated by significantly less time spent in the center of the arena in an open field test while spending considerably more time in the dark compartment in the light/dark test (Blundell et al., 2009). As another example, Tenascin R (Tnr) – a glycoprotein that is a component of the extracellular matrix in the CNS – was up-regulated 1.1 fold in dominant females compared to submissive ones. This protein plays a role in synaptic plasticity by modulating long-term potentiation. Tnr-deficient mice exhibited reduced exploration time and time spent in the center of an open field test (Freitag et al., 2003). Moreover, Tnr knock-out mice were associated with an anxiety-like behavior, illustrated by less time spent in the open arms of an elevated plus-maze test (Freitag et al., 2003). This phenotype might potentially be explained by impaired inhibitory control in the hippocampus and prefrontal cortex as a result of Tnr ablation, leading to enhanced excitability indicated by altered neural network oscillations and increased amplitudes of evoked potentials (Gurevicius et al., 2004). As demonstrated by these two examples, it can be assumed that dominant females behave less anxiously than submissive individuals. However, our study is limited by the fact that no anxiety-associated or depression-like behavior was assessed. Therefore, we cannot undoubtedly demonstrate if this holds true. For male mice, however, submissive animals identified by the tube test displayed a higher preference for the short acting benzodiazepine midazolam, resembling high abuse liability in humans suffering from anxiety (Riad-Allen and van der Kooy, 2013). Moreover, the antidepressant fluoxetine could occlude submissive behavior, evoked by chronic restraint stress in male mice (Park et al., 2018). Other reports come to the conclusion that social status does not correlate with altered anxiety behavior as, e.g., Pallé et al. (2019) found no differences in the elevated plus maze in male C57BL/6J mice. This was confirmed by another study which described that subordinate mice had a significantly lower SI ratio than dominant mice (Sabanovic et al., 2020). This might also have been evoked by the chronic social defeat stress that the mice experienced 2 weeks before hierarchy assessment. For female mice, data are scarce. Nevertheless, the assumption that dominant females might be less anxious may be further supported by the reduced CORT serum levels in dominant females compared to submissive animals found in our study, considering that corticosterone levels have already been defined to directly relate to anxiety-like behavior (McGill et al., 2006; Chaves et al., 2019). Since in our case, the transcriptomic analysis was performed on whole brain hemispheres, the DEGs cannot be traced back to relevant functional regions. This could explain the rather small effect sizes of differential expression observed in females or be the reason for the lack of differences in the males when comparing dominant and submissive individuals. Brain regions associated with depression, evoked, e.g., by chronic social defeat stress (Colyn et al., 2019; Zhang et al., 2019; Heshmati et al., 2020), comprise the nucleus accumbens, prefrontal cortex, amygdala, and ventral hippocampus. Therefore, it is not astonishing, that in these discrete areas, more DEGs are eminent such as, for example, genes encoding olfactory and vomeronasal receptors in the medial prefrontal cortex (Pallé et al., 2019).

In contrast to the lack of obvious global effects on the transcriptomic level, m^6^A mRNA methylation was affected in isolates from whole brain hemispheres in both sexes: higher methylation status was measured in dominant males and submissive females. m^6^A is influencing lifespan, processing, and translation of mRNA (Liu and Pan, 2016; Maity and Das, 2016). Interestingly, m^6^A abundance has already been associated with corticosterone levels in another context; namely, it has been shown that physical stress influences m^6^A mRNA methylation (Engel et al., 2018). The mice used for these experiments were exposed to 15 min restraint stress, resulting in a region-dependent m^6^A regulation. Increased methylation status occurred in the central amygdala, but a decreased amount of m^6^A was observed in the medial prefrontal cortex. Physical stress induces a significant rise in corticosterone levels even after a single exposure, while experienced emotional and social stress occurring one time only does not influence these levels (Kavushansky et al., 2009; Nakatake et al., 2020). In our study, mice displayed social hierarchy state-dependent increased stress levels, as shown by secreted corticosterone. Consequently, repeatedly experienced social stress seems to be more comparable to physical stress application in this regard.

To decipher the molecular mechanisms leading to the observed altered m^6^A mRNA methylation status, we examined proteins involved in m^6^A modification with respect to their amount and activity in the investigated groups. The increase of m^6^A in brain samples of submissive females was supported by elevated protein levels of METTL14 and WTAP. METTL14 is assumed to act as an enhancer for the activity of METTL3 in the methylation complex (Wang et al., 2016; Zhou and Pan, 2016). Therefore, an increased expression of METTL14 should support METTL3 activity, the main catalytic subunit of the METTL3/METTL14 protein complex. In male mice, protein levels did not differ between the investigated groups. It would have been reasonable to assume that the altered methylation patterns were due to increased activity of the responsible methyltransferase in dominant males and submissive females. However, neither for males nor for females differences in methyltransferase activity were detected under these conditions. Unfortunately, there is currently – to our knowledge – no selective assay to measure the specific activity of the METTL3/METTL14 protein complex. Therefore, we utilized an assay, which measures the activity of methyltransferases rather non-specifically. Although the applied conditions should prioritize the METTL3/METTL14 complex, we cannot exclude that the activity of other methyltransferases overcast this RNA-specific activity.

Future studies should focus on a detailed investigation of stress-related areas such as the amygdala and ventral hippocampus with respect to m^6^A methylation and the related enzymatic machinery to understand the gender-specific differences of altered m^6^A methylation patterns in the context of social stress. Additionally, the role of sex hormones has to be investigated. At least in zebra fish, Mettl3, and m^6^A modification have been shown to be involved in gamete maturation (Xia et al., 2018). This might indicate that sex hormones also affect amount and/or activity of the methylation status via the involved enzymatic complexes. For example, chorionic gonadotropin decreased Mettl14 by reducing its stability in Leydig cells (Chen et al., 2021). If such regulation is also occurring in the brain and how a potential sex hormone-dependency is conferred has not been elucidated yet. Moreover, the identification of the targeted mRNAs and the distinct role of glucocorticoid signaling will lead to a better understanding of sex-dependent stress-reactivity. Activators of the METTL3/WTAP complex have already been identified by an *in silico* discovery strategy (Selberg et al., 2019). Analogous approaches for inhibitors together with target mRNA identification will probably open up new avenues for epitranscriptomics-based treatment of stress-related disorders. In this regard, investigating also intermediate animals identified by the tube test and trying to shift their position by interference with the methylation apparatus, can be a future approach to further contribute to our understanding of coping with social stress.

## Data Availability Statement

The raw sequencing data from this study are available at GEO under the accession number GSE161198 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161198).

## Ethics Statement

The animal study was reviewed and approved by the Landesuntersuchungsamt Rhineland-Palatinate.

## Author Contributions

KE and SG contributed to conception and design of the study. MdSG, ST, VTTN and TT conducted the experiments. MdSG and HT designed the figures and drafted the manuscript. HT and TT performed the analysis of sequencing data. All authors contributed to manuscript revision, read, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: N6 -Methyladenosine Modification in Chronic Stress Response Due to Social Hierarchy Positioning of Mice
**Source:** Front Cell Dev Biol. 2021 Aug 20;9:705986. doi: 10.3389/fcell.2021.705986
**Supplement:** Supplementary Figure 1 — Specificity of m6A mRNA modification measurement.

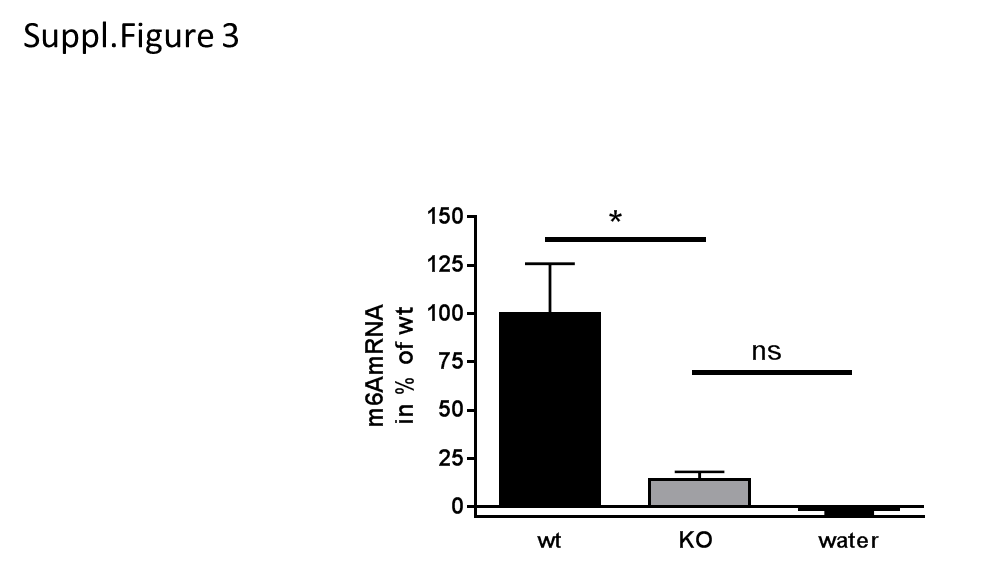

**Supplementary Figure 1: Specificity of m^6^A mRNA modification measurement**

To evaluate the specificity of the antibody-based assay that was used to quantify m^6^A modification in murine mRNA, pooled RNA of wild type flies (*D. melanogaster*) and flies with Mettl3 knock-out was used. 200ng of RNA was subjected to the assay in triplicate, water served as absolute negative control. Deletion of the methyltransferase resulted in a significant reduction of the signal (14% of wild type value) that was indifferent to water control.

# Supplementary material for: N6 -Methyladenosine Modification in Chronic Stress Response Due to Social Hierarchy Positioning of Mice
**Source:** Front Cell Dev Biol. 2021 Aug 20;9:705986. doi: 10.3389/fcell.2021.705986
**Supplement:** Supplementary Figure 2 — Uncropped Western blot image example.

**
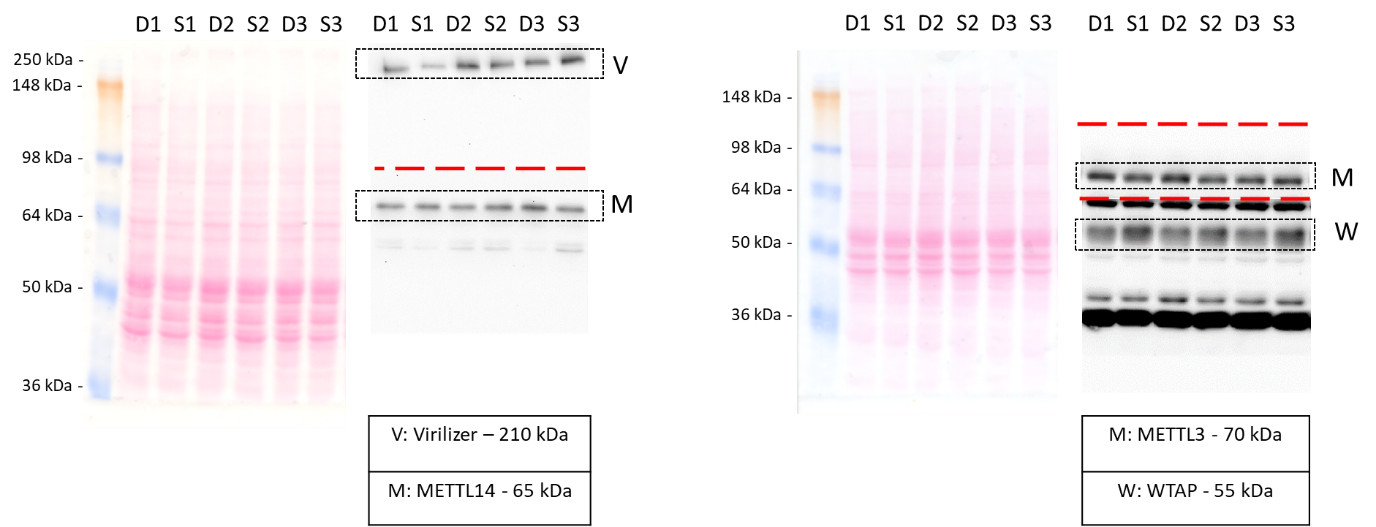
**

**Supplementary Figure 2: Uncropped Western blot image example**

Nuclear fractions of left brain hemispheres were extracted and protein concentration adjusted to 20 μg/10 μl. Proteins were separated on a 10% SDS-polyacrylamide gel and equal loading confirmed by Ponceau S red staining after transfer on nitrocellulose membranes. After destaining with PBS, membranes were cut in distinct pieces (cutting positions indicated as red dashed lines) by using the molecular weight marker (SeeBlue™ Plus2 Pre-stained Protein Standard, ThermoFisherScientific) and subjected accordingly to immune-detection of either protein. An exemplary blot with three samples per group (d= dominant, s= submissive) is shown (right: samples from male animals; right: samples from female animals).

# Supplementary material for: N6 -Methyladenosine Modification in Chronic Stress Response Due to Social Hierarchy Positioning of Mice
**Source:** Front Cell Dev Biol. 2021 Aug 20;9:705986. doi: 10.3389/fcell.2021.705986
**Supplement:** Supplementary Figure 3 — Methyltransferase activity assay with Sinefungin as inhibitor.

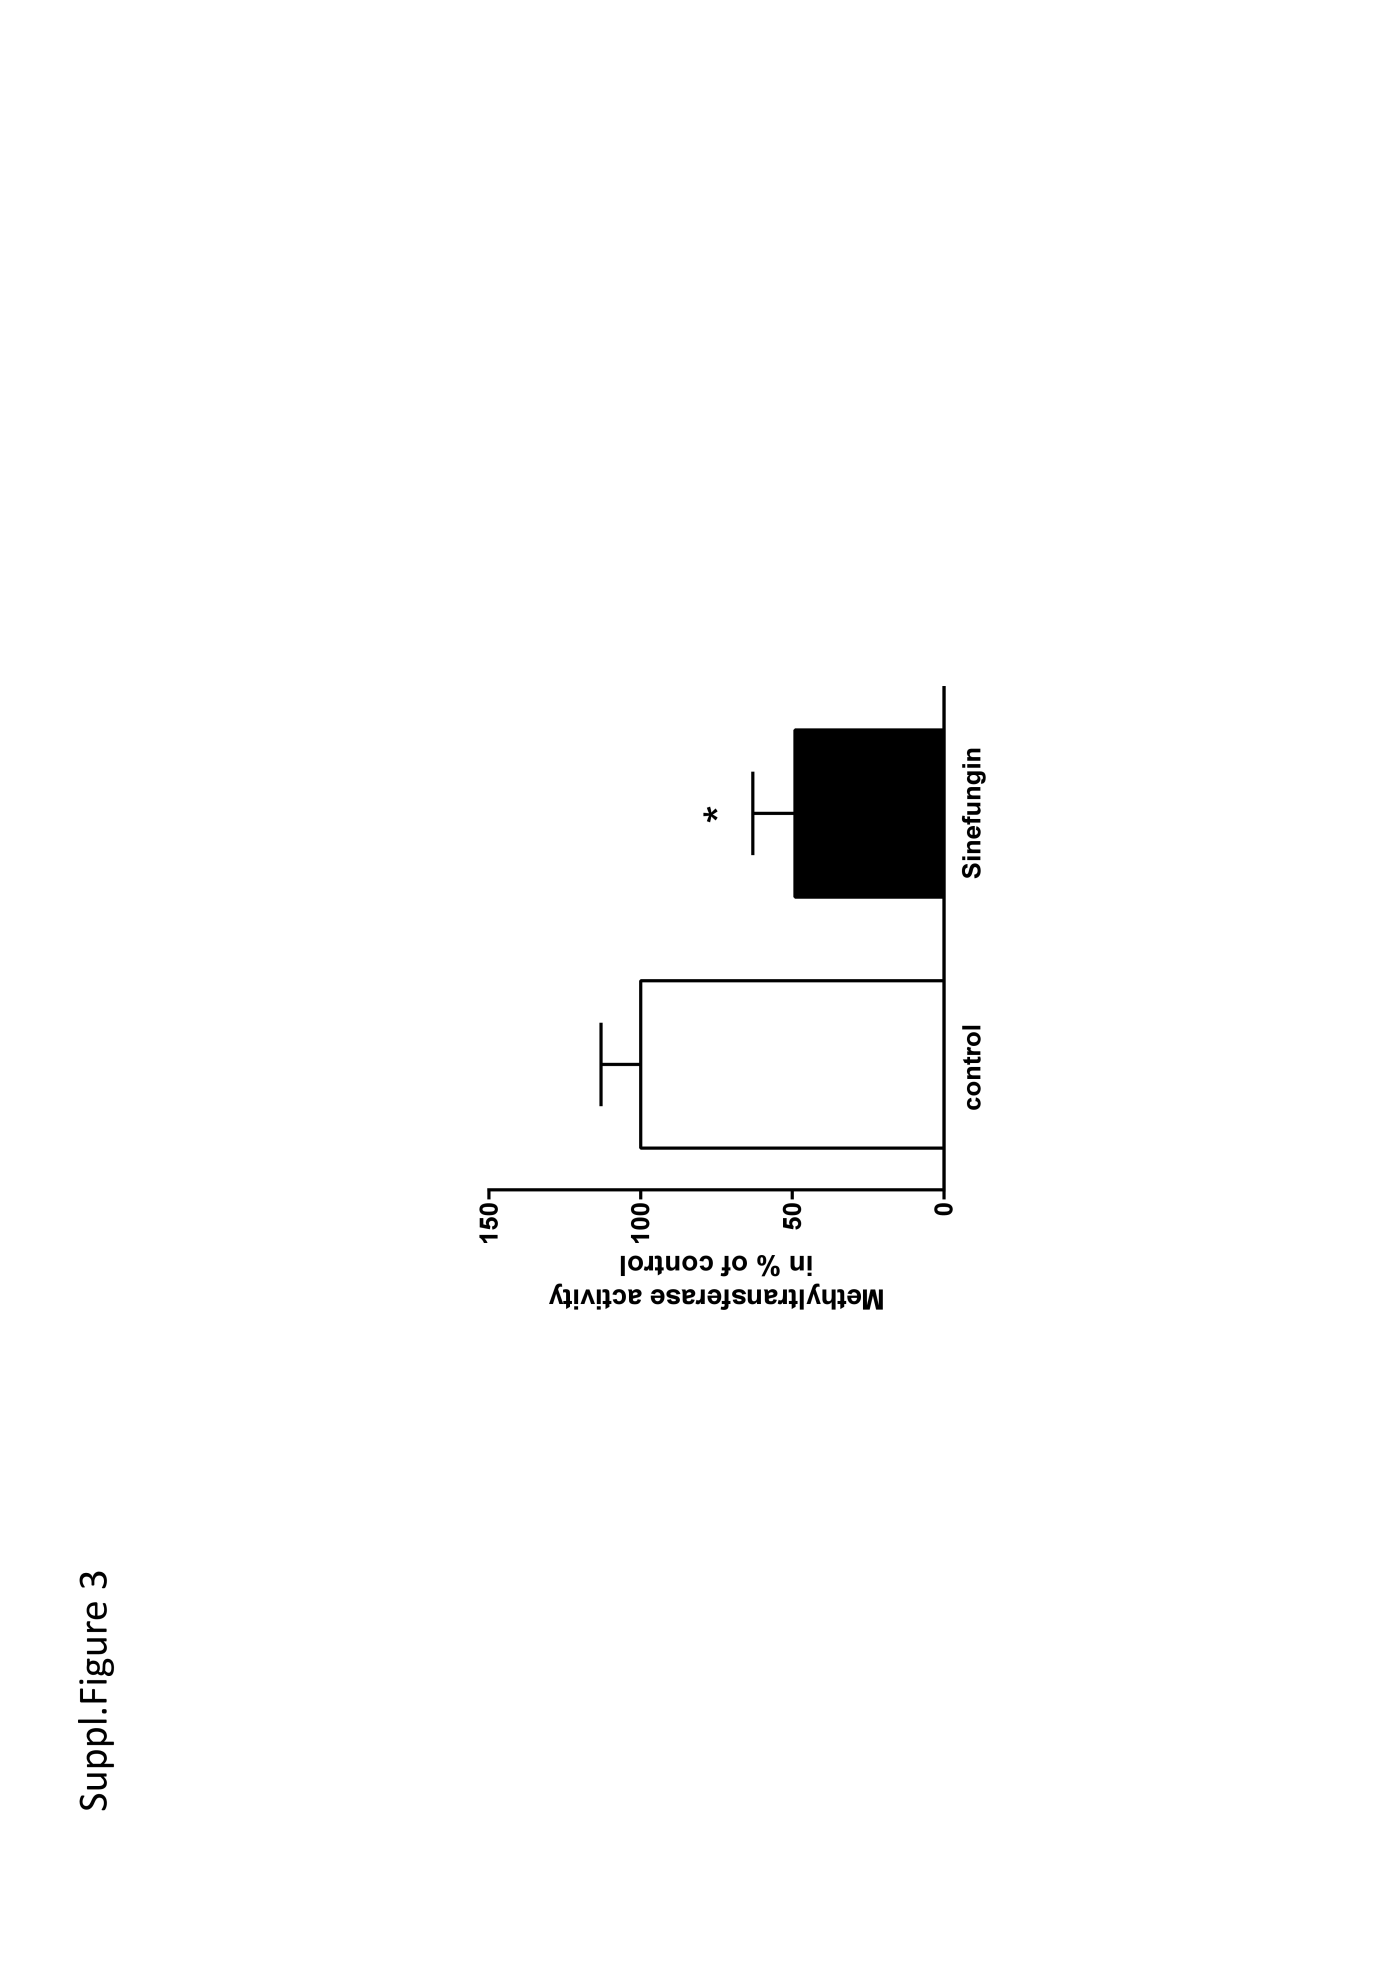

**Supplementary Figure 3: Methyltransferase activity assay with Sinefungin as inhibitor**

Nuclei extract (5 μg protein per sample) was subjected to the luciferase-based methyltransferase assay. Samples without SAM served as background control. Samples with 10 μM Sinefungin revealed a reduced (-51%, p=0.02) activity, indicating the participation of the METTL3/METTL14 complex. Data are presented as mean + SEM. Statistical analysis was performed with Student’s t-test; *, p<0.05, n=7 per measurement condition).

# Supplementary material for: N6 -Methyladenosine Modification in Chronic Stress Response Due to Social Hierarchy Positioning of Mice
**Source:** Front Cell Dev Biol. 2021 Aug 20;9:705986. doi: 10.3389/fcell.2021.705986
**Supplement:** Supplementary Table 1 — Differentially expressed genes in the right brain hemispheres of dominant versus submissive female mice.

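The table lists 79 genes with their mean normalized count, log2 fold change and adjusted p-value from DESeq2. DESeq2 with its default settings, run on the deposited counts of the 8 female samples, called the same 79 genes, and the largest difference in log2 fold change to the table was 5.52e-08. In edgeR's quasi-likelihood test, all 79 genes changed in the direction of the table with an unadjusted p under 0.05. Of them, 9 had an adjusted p under 0.05 over all genes tested. With the replicate number as a block, 24 of the 79 did. With the block it was 32 after the GC content correction and 2 after the exon length correction. Without block or correction, 79 had an adjusted p under 0.05 when adjusted over the list alone. This is not independent evidence because the study chose the list on the same samples. The 5 genes lower in dominant females had log2 fold changes of -0.18 (Wdr6, adjusted p = 0.102), -0.19 (Insig1, adjusted p = 0.141), -0.27 (Rbm3, adjusted p = 0.161), -0.16 (1110004F10Rik, adjusted p = 0.0886) and -0.18 (Sparc, adjusted p = 0.185) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the exon bases of Wdr6, 290 are shared with Dalrd3, and 94 of those of Rbm3 with Rbm3os. The median exon length of the 74 genes higher in dominant females was 8190 bases, against 2983 bases over the genes tested.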

**Supplementary Table 1: Differentially expressed genes in the right brain hemispheres of dominant versus submissive female mice.** Positive log2 fold changes indicate genes that are up-regulated in dominant mice, while negative log2 fold changes correspond to down-regulated genes.

How the deposited data were processed for this re-analysis (not part of the article)

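Total RNA sequencing of the right brain hemisphere was analysed for 22 mice in 4 groups, 7 dominant and 7 submissive males and 4 dominant and 4 submissive females. The groups and replicate numbers were taken from the sample labels and the paper. The authors trimmed the reads with cutadapt and bbduk, mapped them to mm10 with STAR 2.6.0a and deposited the number of reads counted per gene by featureCounts 1.6.2, so the values used are raw counts without normalization. The count tables hold 24421 genes by symbol, of which 27 carry a date in place of a name and were kept under that label. Ensembl identifiers, coordinates, exon lengths and GC content came from a GENCODE annotation of the same genome build, in which 24027 genes (98.4%) had a GC content.

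CPM, counts scaled to a common library size, were computed from these deposited counts with the TMM factors of edgeR 4.0.16 (R 4.3.3). Genes were kept by edgeR's expression filter with a minimum count of 10 and a minimum total count of 15. The main test was edgeR's quasi-likelihood test within each sex with rank as the only term, with Benjamini-Hochberg adjustment and a threshold of 0.05. The interaction of rank and sex was tested over all 22 samples with a mean for each of the 4 groups. Principal components were computed on rlog values of DESeq2 1.42.0 over the 500 most variable genes, and the share of a component explained by rank was tested by an exact permutation test, two-sided. Gene lists were tested with fry of limma 3.58.1 on the edgeR fit, with adjustment over the lists. Of 18 lists of brain regions, cell types and pathways written beforehand, 16 had enough genes left to be tested in each sex. Log2 CPM was computed with a prior count of 2.

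The genes named in the text were set by a rule. They are the genes the paper names as sequencing results, the genes of its heatmaps, the 3 genes with the smallest p in each direction of each edgeR fit, the genes that Supplementary Table 1 gives as lower in dominant females, the members of the gene lists, and Xist with genes of the Y chromosome as a check of the sex labels. Klhl3 falls outside this rule and was chosen after its values were seen, as were the serotonergic genes and the pituitary genes outside the lists. A further gene called in females is not reported here.

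The alternatives were DESeq2, DESeq2's size factors in edgeR, no expression filter, a minimum mean count of 500, the robust prior, the replicate number as a block, corrections for each sample's loess trend of counts on exon length or GC content (span 0.3) with and without the block, all 22 samples in one fit, and leaving out each sample in turn. For the components they were the variance-stabilizing transformation, log2 CPM, 1000 genes and all genes. Camera was the alternative for the lists.

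The replicate numbers pair the samples, because the library names give samples of the same number the same cage and the paper states that the dominant and the submissive mouse of a cage were sacrificed simultaneously. In males, the deviations of same-numbered samples from their group means had a mean correlation across genes of 0.177 (-0.0347 to 0.274 over the pairs). In females the mean was 0.0239 (-0.0257 to 0.0482). Other pairs of a dominant and a submissive mouse had means of -0.0294 in males and -0.00797 in females. Deviations from a group mean cancel within the group, so these means nearly follow from those of same-numbered pairs. The contrast is therefore no check of the pairing. Same-numbered males also lie on the same side of the male replicate separation described below. Their correlation cannot be told apart from that separation.

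Between 12403943 and 16488762 reads per sample were counted, and a count of 0 allows up to 3 counts. The tests were tested on simulated data with the means and library sizes of these samples and 200 changed genes. Of genes changed by 0.4 on the log2 scale, 73% were called in females and 70% in males, and 6.41% and 7.28% of the calls were false. Of genes changed by 0.2, 38.5% were called in females and 2% in males, and 13.5% and 0% of the calls were false. With DESeq2 and changes of 0.4, 5.71% of the calls were false in females and 13.4% in males. With a simulated trend on exon length that ran opposite in the ranks, 34.7% of the calls in females were false, and 10.6% after the correction. The simulated slopes did not vary within a rank and were steeper than the measured means of 0.0144 in dominant and -0.0144 in submissive females. The false share under the measured trend was therefore not determined. The m6A assay, quantitative PCR, blots, hormone and weight measurements of the paper were not analysed here.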

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

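Of the tests in this part, those of the serotonergic genes, the pituitary genes, dominant male 1 and the exon length trend of Tph2, Slc6a4 and Cartpt were chosen only after the result was seen.

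In dominant male 1 the mean log2 CPM of Pcp2, Atp2a3, Ppp1r17, Cbln1 and Homer3 was 1.14, far from the other dominant males at 4.89 to 5.63. Submissive male 4 was far from the other submissive males in the same 5 genes (4.61 against 5.28 to 5.54), in 10 other cerebellar genes (3.88 against 4.29 to 4.46) and on the second principal component (a score of 2.13 against -1.15 to -0.084). Of 122 groups of samples searched for a far sample, 6 had one, and chance alone gives 6.1. The 10 other cerebellar genes all passed the expression filter, and 0 of them are in the heatmaps of the paper or in another list. Across the 14 male samples their mean log2 CPM followed that of the 5 named genes with a Pearson's r of 0.938 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give) and a Spearman's rho of 0.736 (permutation test, p = 0.00384). Without the 2 samples farthest from the median r was 0.791, without dominant male 1 it was 0.880, and it was 0.961 within replicates 1 to 4 and 0.921 within replicates 5 to 7. This is consistent with a different share of cerebellum in the dissected hemispheres. In dominant male 1, 8 of the 10 other genes were lowest among the 14 males. Rgs8, the most abundant of them, had 120 CPM against 205 to 285 CPM in the other males, 46.0% of their median. Gabra6, a gene of Figure 3C outside the 10, had 7 counts, 0.318% of the median of the other males. A hemisphere dissected without most of its cerebellum is a candidate explanation. A change of the cerebellum itself in this mouse was not tested and stays open.

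In dominant female 4 the 10 other cerebellar genes had a mean log2 CPM of 4.34, against 4.62 to 4.67 in the other dominant females. In submissive female 3 the cold-inducible genes Rbm3 and Cirbp had a mean log2 CPM of 5.96, against 6.07 to 6.08 in the other submissive females. These are 2 of the 6 groups with a far sample, where chance gives 6.1. No technical and no biological explanation was tested for either.

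Tph2, Slc6a4 and Cartpt were lower in dominant females and are not in Supplementary Table 1, although Tph2 and Cartpt are in the heatmaps of the paper. The log2 fold changes were -1.77 for Tph2 (standard error 0.320, adjusted p = 0.0418), -1.77 for Slc6a4 (standard error 0.314, adjusted p = 0.0418) and -1.09 for Cartpt (standard error 0.165, adjusted p = 0.0266) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Slc6a4 and Cartpt every dominant female was below every submissive female, while for Tph2 the ranks overlapped (exact permutation test, two-sided, p = 0.0571). With the robust prior the adjusted p-values were 0.347, 0.298 and 0.234, and over the 20 alternative fits they ran from 2.75e-05 to 0.995 for Tph2, from 5.92e-05 to 0.995 for Slc6a4 and from 1.42e-07 to 0.995 for Cartpt. None of the 3 was called without dominant female 3, without submissive female 1 or without submissive female 3, and without dominant female 4 Tph2 and Slc6a4 were not called. The trend on exon length as the whole cause is argued against by the paired fit with that trend removed, in which 3 of the 3 genes stayed past the threshold (adjusted p of 8.29e-05 for Tph2, 0.00803 for Slc6a4 and 0.00171 for Cartpt). Without the block, the correction left log2 fold changes of -1.76, -1.76 and -1.05, but none of the 3 was called (adjusted p of 0.0728, 0.0693 and 0.0516). Tph2 and Slc6a4 are genes of serotonergic neurons of the raphe nuclei in the brainstem. Of 8 other serotonergic genes, none in the gene lists or heatmaps, 6 were tested (Fev and Lmx1b were too low), 5 of the 6 were lower in dominant females, and their median log2 fold change was -0.34 (fry of limma, a two-sided rotation test and not an exact permutation test, p = 0.0423). All 6 are expressed in these hemispheres. The most abundant, Maob, had 31.9 CPM in dominant and 33.9 CPM in submissive females and moved little (-0.084, adjusted p = 0.717), Ddc had 17.6 and 22.9 CPM (-0.38, adjusted p = 0.204), Slc18a2 had 12.7 and 19.6 CPM (-0.62, adjusted p = 0.0867), and Gata3 was higher (0.20, adjusted p = 0.882) in edgeR's test. This is consistent with a different share of raphe tissue in the dissected hemispheres, but lower expression per cell with rank stays open and was not tested. In males the log2 fold change was -0.092 for Tph2, -0.35 for Slc6a4 and -0.065 for Cartpt. Males of the same rank differed widely. Tph2 ran from 4.76 to 22.6 CPM in dominant and from 2.21 to 22.7 CPM in submissive males. Slc6a4 ran from 1.78 to 10.6 CPM and from 0.869 to 11.5 CPM. The difference between the sexes was not past the threshold, with interaction log2 fold changes of -1.67, -1.41 and -1.02 (adjusted p = 0.999 for each, same edgeR test).

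Klhl3 was higher in dominant females and is not in Supplementary Table 1. The log2 fold change was 0.38 (standard error 0.0691, adjusted p = 0.0418 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 dominant females were above all 4 submissive females. With the exon length trend removed the adjusted p of Klhl3 was 0.0312 in the paired fit and 0.0693 without the block, within a range over the 20 alternative fits of 0.00614 to 0.995. Leaving out any mouse but dominant female 2 lost the call. No biological explanation was tested.

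In submissive female 3, Prl had 11.9 CPM (179 counts) and Gh had 4.11 CPM (62 counts), against at most 0.586 and 0.196 CPM in the other females. Pomc, which is also expressed in the hypothalamus and is in another list, had 6.56 CPM there and at most 2.28 CPM in the other females. A candidate explanation is pituitary tissue in the sample. Of 6 other pituitary genes (Cga, Lhb, Tshb, Pou1f1, Ghrhr and Fshb), 3 were highest in this sample, but none of them had more than 4 counts there, and these counts are too few to decide. Pituitary tissue and a change within the brain of this mouse cannot be told apart.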

How the results depend on the processing

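The alternatives were set before the data were examined, except DESeq2 with the replicate block or with the exon length correction (also adjusted over the same genes), rlog values with that correction in males, the sets of replicates, the covariate for male replicates 1 to 4 against 5 to 7 and rlog not blind to the groups, which were chosen after seeing the data. The cause of a change was not tested unless it is named.

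In males, 0 genes were called in each setting, with 30 to 436 genes at an unadjusted p under 0.05 in the 11 alternatives and 175 to 337 across the 14 fits that each left out one sample. The interaction stayed at 0 in 10 alternatives (161 to 1134 genes at an unadjusted p under 0.05) and in the 22 fits that each left out one sample (375 to 786).

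In females, 14 genes were called (11 higher and 3 lower in dominant mice). DESeq2 called 79 (74 and 5), of which 9 were among the 14, and gave no adjusted p for the other 5, Tph2, Slc6a4, Cartpt and Klhl3 among them, or for Mettl3 and Mettl14. Without the filter 84 were called (65 and 19), with the replicate block 36 (27 and 9), with the GC content correction 26 (23 and 3) and with both block and GC correction 47 (38 and 9), and each of these 4 fits kept all 14. The robust prior called 14 (14 and 0), of which 10 were shared. No gene was called (0 higher, 0 lower) with a mean count of at least 500 (956 at an unadjusted p under 0.05), with the exon length correction (1118) or in the fit of all 22 samples (579). The replicate block with the exon length correction called 8 (3 and 5), of which 5 were shared. DESeq2's size factors in edgeR gave 13, all shared. Of the added fits, DESeq2 with the block called 15, DESeq2 with the exon length correction 4 (2 higher and 2 lower), replicates 1 and 2 only 5 (0 and 5) and replicates 3 and 4 only 120 (104 and 16), with 0 and 48 of them in Supplementary Table 1. Replicates 3 and 4 carry group labels and may be the regrouped intermediates that the paper describes, which its text does not say; the difference between the sets was not tested. Across the 8 fits that each left out one sample, from 0 to 77 genes were called, from 0 to 68 higher and from 0 to 9 lower in dominant mice (77 without dominant female 2, 27 without submissive female 2, 7 without dominant female 1, 3 without dominant female 4 or submissive female 4, 1 without dominant female 3, and 0 without submissive female 1 or 3).

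The 79 genes of Supplementary Table 1 kept their direction in the 23 alternatives. Adjusted over the list alone, 79 were called, 72 with the exon length correction with or without the block, 69 with DESeq2 and that correction, 2 in the fit of all 22 samples (38 at an unadjusted p under 0.05), 39 with replicates 1 and 2 only, and 79 in each of the 8 fits that left out one sample.

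Rank explained 70.2% of the first female component, 54.8% with log2 CPM (exact permutation test, p = 0.0571), 72.7% of the first component after replicate means were removed (the replicate block; exact, p = 0.125, the smallest that 4 pairs allow) and from 44.7% (without dominant female 3) to 89.3% (without dominant female 2) with one sample left out (exact, p = 0.0286 to 0.0857). The cerebellar difference in males ran from -0.77 to -0.021 with one sample left out, the latter without dominant male 1. Camera with its preset correlation called 5 lists in males and 6 in females, where fry and camera with an estimated correlation called 0. With one sample left out, fry called from 0 to 2 lists in females, 2 without dominant female 2 and 1 without submissive female 2. Of the m6A genes, from 0 to 1 had an unadjusted p under 0.05 with one female left out, the 1 being Wtap without dominant female 4.

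The genes whose direction reversed had main log2 fold changes between -0.018 and 0.038, except Ppp1r17 in males. In females, 1110037F02Rik was -0.0042 with a mean count of at least 500, -0.041 with the exon length correction with or without the block, -0.0027 with the GC correction, -0.0030 with GC correction and block, -0.049 with DESeq2 and the exon length correction and -0.032 with replicates 1 and 2 only. Alkbh5 was -0.00049 without the filter, -0.0065 with a mean count of at least 500, -0.033 with the exon length correction with or without the block, -0.041 with DESeq2 and the exon length correction and -0.017 with replicates 3 and 4 only. Fto was 0.0014 in the fit of all 22 samples and 0.041 with replicates 3 and 4 only, and Mettl14 was -0.064 with replicates 3 and 4 only. In males, Mettl14 was -0.14 with replicates 5 to 7 only, and 1110037F02Rik was 0.0026 with the exon length correction, 0.0022 with the block added, 0.0041 with DESeq2 and that correction and 0.049 with replicates 5 to 7 only. With one female left out, the values ran from -0.0016 to 0.059 for Mettl14, from -0.012 to 0.016 for 1110037F02Rik, from -0.047 to 0.019 for Fto and from -0.020 to 0.033 for Alkbh5. With one male left out, they ran from -0.33 to 0.00013 for Ppp1r17, from -0.026 to 0.071 for Mettl3, from -0.018 to 0.044 for Mettl14, from -0.037 to 0.00072 for 1110037F02Rik, from -0.039 to 0.0043 for Fto and from -0.011 to 0.040 for Alkbh5.

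Apart from the counts above, the replicate block moved Grin2b (adjusted p = 0.0394), Kmt2a (0.0360), Insig1 (0.0427) and Rbm3 (0.0445) past the threshold in edgeR's test with Benjamini-Hochberg adjustment and changed no other call of a gene named here. Their adjusted p ran over the 23 alternatives from 0.00201 to 0.995, from 0.0109 to 1.00, from 0.0256 to 0.995 and from 0.0232 to 0.995. At this depth and number of mice, changes of 0.2 on the log2 scale were mostly missed in the simulated data, with 38.5% called in females and 2% in males.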

Differences from the paper's values

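The paper gives 74 genes as higher in dominant females, and edgeR's quasi-likelihood test called 11. Of the alternatives set before the data were examined, DESeq2 (74) and edgeR without the expression filter (65) came within 1.5 times of that count, and the others that kept all samples (0 to 38) did not. All 79 calls of DESeq2 are in the table of the paper, against 55 of the 84 calls in both directions without the filter. The fit without dominant female 2 called 68, and 45 of its 77 calls in both directions are in the table. The paper gives 5 genes as lower in dominant females, against 3 here. DESeq2 gave 5, the same genes as the table. The replicate block with the exon length correction also gave 5, but Tph2, Slc6a4 and Cartpt are among them, and of its 8 calls in both directions 2 are in the table. The counts of the others that kept all samples (0 to 19) differed. The fit without dominant female 1 called 4, and replicates 1 and 2 only, chosen after seeing the values, 5, of which 0 are in the table. The paper gives a mean of 32 M (mega) reads per sample, against 14.8 M here; the first counts sequenced reads and the second counts reads on genes, so they measure different things and no alternative applies.

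The paper names Tnr, neuroligin-2, Slc1a2, Grin2a, Grin2b, Atp2b2, Atxn1 and Kmt2a as higher in dominant females with significance, and their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0697 (Grin2b), 0.102 (Kmt2a), 0.115 (Tnr), 0.150 (Nlgn2, Grin2a, Atxn1) and 0.168 (Slc1a2, Atp2b2). DESeq2 called all 8. The test without the filter called Tnr, Nlgn2, Grin2a, Grin2b and Kmt2a. The replicate block called Grin2b and Kmt2a, and with the GC content correction added also Nlgn2. The fit without dominant female 2 called Tnr, Grin2a, Grin2b, Atxn1 and Kmt2a, and the fit of replicates 3 and 4 only, chosen after seeing the values, called Tnr, Grin2a, Grin2b and Kmt2a. The table of the paper gives Wdr6, Insig1, Rbm3, 1110004F10Rik and Sparc as lower in dominant females, and their adjusted p-values in the same edgeR test were 0.102, 0.141, 0.161, 0.0886 and 0.185. DESeq2 called these 5. The test without the filter called Wdr6, Insig1, Rbm3 and Sparc, the replicate block with and without the GC content correction called Insig1 and Rbm3, and the fit without dominant female 1 called Rbm3. DESeq2 with the exon length correction, chosen after seeing the values, called Wdr6.

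The heatmap of males in Figure 3C shows Chn2 among the 20 most variable genes, where Slc6a4 stood here, with 19 genes shared. The heatmap of females in Figure 3F shows Rn45s and Homer1, where Prl and Scarna2 stood here, with 18 genes shared. With rlog not blind to the groups, an alternative chosen after seeing the values, 20 genes were shared in each sex.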

Other observations

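Of the tests in this part, the splits and the exon length correction with DESeq2, the splits within cages for males and the interaction, the shared axis with the male samples, the library totals and the tests of the male replicate sets were chosen only after the result was seen.

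Of the 35 splits of the 8 female samples into groups of 4, only the split by rank, 1 of the 35, gave 14 or more called genes with edgeR. The next, which exchanged dominant female 2 and submissive female 2, gave 6, and 7 of the other splits gave any. At an unadjusted p under 0.05 that split, which also parts the mice of each cage, gave 1568 genes against 1563 for the split by rank. With DESeq2 it was also 1 of the 35, but the same exchange gave 64 against 79 (988 against 1033 at an unadjusted p under 0.05). Among the 8 splits that part the mice of each cage, the real one was again the only one, 1 of the 8, with as many calls in either test. In males and for the interaction the split by rank gave 0 calls, so all 100 of the 100 splits drawn for each (from 1716 in males) gave as many by construction, and this count decides nothing. At an unadjusted p under 0.05, 96 of the 100 male splits gave at least the 194 genes of the split by rank, with a median of 412.5, and 46 of the 100 for the interaction gave at least its 505. Of the male splits 2 gave any call, the largest 471, and for the interaction the largest was 14. Most of these splits do not part the mice of every cage. Among the 64 male splits that do, none gave a call (0 in each) and 60 gave at least 194 genes at an unadjusted p under 0.05, with a median of 271.5. For the interaction, 16 of 100 exchanges of ranks drawn within cages gave at least 505, and the largest count of calls was 1.

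The rank difference in females went with exon length. The slope of log2 expression on log2 exon length, relative to the mean sample, was 0.0144 ± 0.0131 (SD, n = 4) in dominant and -0.0144 ± 0.00447 (SD, n = 4) in submissive females (exact permutation test, two-sided, p = 0.0286), and the dominant mouse had the higher slope in 4 of 4 cages. In males the slopes did not differ (exact permutation test, p = 0.652). Across genes, which are not independent replicates, the correlation of the log2 fold change with log2 exon length was 0.308 in females and -0.162 in males. With each sample's trend on exon length removed, the paired fit called 8 genes in place of 36, and DESeq2 called 4 in place of 79. DESeq2 adjusted over 5400 genes without the correction and over 19832 with it, and adjusted over the same 5400 genes the corrected fit called 5. The 79 genes of Supplementary Table 1 kept their direction after the correction. Of these, 72 had an unadjusted p under 0.05 in edgeR with or without the block and 70 in DESeq2, and 72 and 69 were called when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Their median log2 fold change was 0.13 in edgeR in place of 0.18, and 0.12 with DESeq2. This is consistent with a trend on exon length as a part of the difference, large enough to decide whether many of these genes pass the threshold over all genes, such as from RNA quality or library preparation. What remained after the correction, and a biological change that depends on gene length, which the correction would also remove, stay open. A trend on GC content as the cause is argued against by the paired fit with that trend removed, which called 47 genes. A difference in library size between the ranks is argued against by the totals (exact permutation test, two-sided, p = 1).

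The female rank difference may share a technical axis with the male samples. Across 12155 genes, the log2 fold changes between dominant and submissive females correlated with the difference between male replicates 1 to 4 and 5 to 7 (r = 0.360, where genes are not independent replicates). Only the split by rank, 1 of the 35, gave as large a correlation, and the largest other size was 0.327. A biological difference between the cages that matches the rank effect in females stays open and was not tested.

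Male replicates 1 to 4 and 5 to 7 separated on the first component of the rlog values. Malat1 had 15260 to 18379 CPM in replicates 1 to 4 and 8933 to 11797 CPM in replicates 5 to 7. The slopes of expression on exon length also parted the sets, with 0.0159 to 0.0549 in replicates 1 to 4 and -0.0728 to -0.0142 in replicates 5 to 7. With that trend removed from the rlog values, the sets stayed apart on the second component, with a gap of 2.43 between them, against 1.77 on the first component before. On log2 CPM, where the second component separates the sets, the gap was 5.03 after the removal and 5.02 before. These values argue against the trend as the whole cause, while a part in the separation stays open. All 14 of the 14 samples lay on the side of the component that their replicate number gives. Cage and library order go together with the replicate number, so a batch of libraries and a difference between cages cannot be told apart. Within replicates 1 to 4 the rank comparison called 0 genes (239 at an unadjusted p under 0.05), within replicates 5 to 7 it called 0 (300.0), and with the sets as a covariate 0 (333).

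The paper reports corticosterone by rank, so genes that respond to glucocorticoids were tested as a list of 16 genes. In females 3 of the 16 were higher in dominant mice, with a median log2 fold change of -0.072 (fry, rotation test, adjusted p = 0.705), and in males 10 of the 16, with a median of 0.012 (adjusted p = 0.909). The members went both ways and the test does not decide. Of the 16 lists tested, 0 passed an adjusted p of 0.05 with fry in males, females or the interaction. At an unadjusted p under 0.05, fry gave 0 lists in males, and choroid plexus and the cold-inducible genes in the interaction (adjusted p = 0.275 for both). In females it gave ribosomal proteins (78 genes, median log2 fold change -0.050, adjusted p = 0.0502, lower in dominant mice in 4 of 4 cages), nuclear-encoded genes of the respiratory chain (72 genes, median -0.045, adjusted p = 0.133), the cold-inducible genes (2 genes, median -0.28, adjusted p = 0.133) and nuclear long non-coding RNAs (9 genes, median 0.14, adjusted p = 0.175). No biological explanation was tested for these lists.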
